# Seizure-induced LIN28A disrupts pattern separation via aberrant hippocampal neurogenesis

**DOI:** 10.1172/jci.insight.175627

**Published:** 2024-01-09

**Authors:** In-Young Choi, Jung-Ho Cha, Seong Yun Kim, Jenny Hsieh, Kyung-Ok Cho

**Keywords:** Neuroscience, Stem cells, Adult stem cells, Epilepsy, Memory

## Abstract

Prolonged seizures can disrupt stem cell behavior in the adult hippocampus, an important brain structure for spatial memory. Here, using a mouse model of pilocarpine-induced status epilepticus (SE), we characterized spatiotemporal expression of *Lin28a* mRNA and proteins after SE. Unlike *Lin28a* transcripts, induction of LIN28A protein after SE was detected mainly in the subgranular zone, where immunoreactivity was found in progenitors, neuroblasts, and immature and mature granule neurons. To investigate roles of LIN28A in epilepsy, we generated *Nestin-Cre:Lin28a^loxP/loxP^* (conditional KO [cKO]) and *Nestin-Cre:Lin28a^+/+^* (WT) mice to block LIN28A upregulation in all neuronal lineages after acute seizure. Adult-generated neuron- and hippocampus-associated cognitive impairments were absent in epileptic LIN28A-cKO mice, as evaluated by pattern separation and contextual fear conditioning tests, respectively, while sham-manipulated WT and cKO animals showed comparable memory function. Moreover, numbers of hilar PROX1-expressing ectopic granule cells (EGCs), together with PROX1^+^/NEUN^+^ mature EGCs, were significantly reduced in epileptic cKO mice. Transcriptomics analysis and IHC validation at 3 days after pilocarpine administration provided potential LIN28A downstream targets such as serotonin receptor 4. Collectively, our findings indicate that LIN28A is a potentially novel target for regulation of newborn neuron-associated memory dysfunction in epilepsy by modulating seizure-induced aberrant neurogenesis.

## Abstract 2

<p>Deletion of LIN28A in all neuronal lineages alleviates both hippocampal and pattern separation memory impairments in chronic epilepsy by mitigating aberrant hippocampal neurogenesis.</p>

## Introduction

Contextual learning, spatial memory, and pattern separation (PS) are intricate cognitive processes involving hippocampal function and, to a certain extent, adult neurogenesis (1, 2). In the adult hippocampus, neural stem cells constantly give rise to new neurons, which later are integrated into the dentate gyrus (DG) (3–5). However, a wide variety of brain insults, including epileptic seizures, can disrupt these neural circuits, contributing to cognitive impairment in chronic epilepsy (6–8). Interestingly, repetitive, abnormal neural activity can cause aberrant hippocampal neurogenesis, represented by histologic features such as increased proliferation of neural progenitors, persistent hilar basal dendrites, and the production of mismigrated hilar ectopic granule cells (EGCs) (9). When this hippocampal neurogenesis is inhibited by genetic ablation or pharmacological approaches, epilepsy-associated cognitive decline is normalized successfully (10–12), suggesting that targeting seizure-generated abnormal neurons could modulate hippocampal memory dysfunction under pathological conditions. However, despite intensive efforts to elucidate the molecular mechanisms that underlie abnormal hippocampal neurogenesis after acute seizure activity, critical factors regulating seizure-generated neurons remain to be understood.

LIN28A is an RNA-binding protein that is highly expressed in stem cells (13, 14). We have previously shown that, during development, LIN28A can promote the proliferation of neural progenitors (15) as well as the survival and maturation of newborn neurons (16, 17); these are findings supported by other groups (18, 19). Moreover, LIN28A has versatile roles in various biological processes, including glucose metabolism (20, 21), tissue regeneration (22), regulation of body size (18, 20), and cancer progression (23). In relation to diseases of the central nervous system, LIN28A expression was reported to increase in glial cells after spinal cord and retinal injuries (24, 25). Given the role of LIN28A during embryonic cortical neurogenesis, it is plausible that LIN28A can play an important role in seizure-induced abnormal neurogenesis and hippocampal memory function.

Therefore, in the present study, we first assessed the spatiotemporal expression patterns of *Lin28a* mRNA and protein after pilocarpine-induced status epilepticus (SE); we then performed phenotypic analysis of LIN28A induction after acute seizure. Because multiple cell types in DG such as neural progenitors, neuroblasts, and immature and mature granule neurons expressed LIN28A protein, we generated *Nestin-Cre:Lin28a^loxP/loxP^* (LIN28A conditional KO [cKO]) mice to block LIN28A induction in all the neuronal lineages after acute seizures. We found that LIN28A-cKO mice after SE showed alleviation of memory impairments as assessed by PS and contextual fear conditioning (CFC) tests, which are specific tests for newborn neurons and hippocampal function, respectively. However, sham-manipulated *Nestin-Cre:Lin28a^+/+^* (LIN28A WT) and LIN28A-cKO mice demonstrated no difference in PS and CFC tests, suggesting a specific role of LIN28A in epilepsy. We further demonstrated that the LIN28A-cKO mice showed a significant reduction in the number of hilar EGCs — more specifically, PROX1/NEUN-expressing mature EGCs — in the epileptic DG. Additionally, transcriptomics analysis at 3 days after acute seizure revealed a difference in gene expression pattern between LIN28A WT and LIN28A-cKO mice, providing serotonin signaling molecules as potential molecular targets of LIN28A. Finally, we confirmed that the immunoreactivity to serotonin receptor 4 (HTR4) was colocalized in LIN28A-expressing cells, suggesting HTR4 as a potential LIN28A-downstream target in epilepsy.

## Results

### Spatiotemporal pattern of Lin28a transcription and its cellular phenotype after acute seizure.

To examine the spatiotemporal expression pattern of *Lin28a* mRNA after pilocarpine-induced SE, quantitative PCR (qPCR) and in situ hybridization were performed. Quantitative analysis of hippocampal *Lin28a* expression by qPCR demonstrated that hippocampal *Lin28a* transcription was significantly increased at 4 days after acute seizures (Figure 1A), indicating seizure-induced alteration of *Lin28a* transcription. We further examined temporal *Lin28a* transcription by in situ hybridization and found that a digoxigenin-labeled (DIG-labeled) antisense probe to *Lin28a* revealed specific *Lin28a* signals in DG after acute seizure (Figure 1B), whereas hybridization with a sense probe did not show any cellular labeling (data not shown). Specifically, compared with sham-controls, the signal for *Lin28a* mRNA in DG was significantly increased at 1 day after SE and was maintained until 28 days after SE (Figure 1, B and C). Interestingly, in addition to the signal for *Lin28a* mRNA in granule cell layer (GCL), additional labeling was observed after SE in the molecular layer and the hilus of DG (Figure 1B). When we used a combination of in situ hybridization and IHC to determine cell types expressing *Lin28a* mRNA after acute seizures (Figure 1, B and C), double labeling of *Lin28a* mRNA and GFAP or IBA1 proteins was observed, indicating that *Lin28a*-expressing cells were either GFAP-expressing astrocytes or IBA1-expressing microglia. Quantitative analysis of double-positive area demonstrated that *Lin28a* mRNA–expressing astrocytes were significantly increased from 1 day to 7 days after pilocarpine injection, whereas *Lin28a* mRNA–expressing microglia were increased at 1 day after SE (Figure 1C). Collectively, our findings demonstrate neuronal and glial upregulation of *Lin28a* transcription in DG after pilocarpine-induced SE.

### Seizure-induced LIN28A protein expression pattern and its cellular phenotypes in the DG.

Next, we investigated the spatiotemporal expression of LIN28A protein after pilocarpine-induced SE (Figure 2A). Compared with the sham controls, which showed no apparent LIN28A immunoreactivity in DG, LIN28A-expressing cells started to appear in DG from 1 day after pilocarpine treatment (Figure 2, B and C). Immunoreactivity to LIN28A peaked at 3 days after SE and then gradually declined beginning at 7 days after SE. Quantitative analysis of LIN28A immunoreactivity clearly showed that LIN28A expression was significantly upregulated from 1 day to 14 days after SE (Figure 2D), showing the induction of LIN28A after seizure activity. Because LIN28A protein expression was detected mainly in the subgranular zone (SGZ) of DG after pilocarpine-induced SE (Figure 2, B and C), we next assessed the cellular phenotype of LIN28A-expressing cells using double immunofluorescence with stage-specific markers for hippocampal neurogenesis (Figure 3A). Immunolabeling for LIN28A at 3 days after SE revealed that this protein colocalized with nestin, doublecortin (DCX), calretinin, and neuronal nuclei (NEUN), which are markers for neural stem/progenitors, neuroblasts, and immature and mature granule neurons, respectively (Figure 3B). Moreover, LIN28A labeling did not overlap with GFAP^+^ cells, a marker for type 1 neural stem cells, suggesting that LIN28A was expressed in type 2 progenitors but not in hippocampal stem cells (Figure 3B). Quantitative analysis of the percentage of double-immunoreactive cells showed that LIN28A immunoreactivity was observed in various cell types from neural progenitors to mature neurons, revealing that the most frequent cell type expressing LIN28A was the calretinin^+^ immature granule cell (Figure 3C). Taken together, these results demonstrate that acute seizures can induce LIN28A protein expression in subgranular cells of multiple neuronal lineages during the early postseizure period.

### Mice with LIN28A deletion in all neuronal lineages show attenuation of PS and spatial contextual memory deficits after pilocarpine-induced SE.

Because multiple cell types in DG expressed LIN28A after acute seizure, we generated LIN28A-cKO mice in which *Lin28a* was deleted in all neuronal lineages to examine its role in epilepsy. When LIN28A WT and LIN28A-cKO mice were 6 weeks old, pilocarpine was administered to induce acute seizures. Then, at 6 weeks after pilocarpine-induced SE, LIN28A WT and LIN28A-cKO mice were subjected to multiple memory tests including 2 different PS, contextual, and cued fear conditioning tests (Figure 4A and Figure 5A). For the PS test (PS test 1), mice were asked to discriminate between identical objects with subtle differences in orientation placed in different floor patterns (Figure 4B). To do that, animals explored 2 identical rubber dolls positioned in different orientations (both objects showed rear view in familiarization trial 1[F1] and front view in F2) placed on different types of floor patterns (wide grid and narrow grid) in 2 familiarization trials (F1, F2). In the testing phases the next day, each animal was allowed to explore a rear-view object (novel object) and a front-view object (familiar object) placed on the floor pattern used in F2 (Figure 4B) to determine the ability of the mice to distinguish analogous experiences. Based on the discrimination ratio, epileptic LIN28A WT mice showed a poor PS ability, which was significantly ameliorated in LIN28A-cKO mice (Figure 4C). However, the total distance the animals moved was comparable between the 2 groups, indicating no locomotor dysfunction (Figure 4C). We then utilized another PS test (PS test 2) based on fear discrimination between 2 similar contexts (Figure 4D). We first confirmed these 2 contexts were similar enough, as the freezing level between context A and context B on day 1 was comparable in both LIN28A WT and LIN28A-cKO mice (data not shown). When epileptic LIN28A WT and LIN28A-cKO mice were exposed to both context A and context B for 9 consecutive days, both mice showed comparable freezing percentage in context A, but in similar context B, LIN28A WT and LIN28A-cKO mice showed a different freezing behavior (Figure 4E). Further analysis of the discrimination ratio revealed that LIN28A cKO exhibited significantly higher levels of discrimination between the 2 contexts compared with epileptic LIN28A WT mice (Figure 4F). Finally, when the mice were subjected to context C at the end of testing period, epileptic LIN28A WT mice showed a significant reduction in freezing levels compared with contexts A and B (Figure 4G), indicating the preservation of their ability to recognize noticeably different novel environments.

We then performed additional behavioral tests, CFC and cued fear conditioning, to confirm the involvement of LIN28A in hippocampal memory impairment (Figure 5A). After LIN28A WT and LIN28A-cKO mice were exposed to context A with electrical foot shocks and tone pairing (training), spatial contextual memory and cued memory were tested repeatedly by reintroducing the animal to the same context A without a shock or to new contexts B, C, D, and E with an auditory tone (Figure 5B). Compared with epileptic LIN28A WT mice, LIN28A-cKO animals showed a higher freezing percentage from 1 hour to 28 days after training when reintroduced to the same context A (Figure 5C), suggesting that LIN28A cKO ameliorated spatial memory impairment after excitotoxic brain insult. However, cued memory was not different between LIN28A WT and LIN28A-cKO animals (Figure 5D). To examine whether LIN28A deletion itself may influence PS or contextual fear memory, we subjected sham-manipulated LIN28A WT and LIN28A-cKO mice to PS, contextual, and cued fear conditioning tests (Supplemental Figures 1 and 2; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.175627DS1). Interestingly, we found that sham-manipulated animals showed no differences in any of the 4 tests, including 2 different PS, CFC, and cued fear conditioning tests (Supplemental Figure 1 and 2), suggesting a specific role of LIN28A in epilepsy. Taken all together, our data demonstrate that LIN28A deletion in all neuronal lineages can alleviate PS and hippocampal spatial memory impairment after pilocarpine-induced SE but not in sham condition.

### LIN28A deletion in all neuronal lineages reduces the number of hilar EGCs after acute seizure.

Since our data demonstrate that epileptic LIN28A-cKO mice exhibited improved PS memory, which is known to be associated with adult hippocampal neurogenesis (26), we then asked whether LIN28A deletion in neuronal lineages could affect aberrant, seizure-induced hippocampal neurogenesis. Three days after SE, the DG contained many Ki67-expressing cells, possibly including proliferating glial cells and neural progenitors (Figure 6A). To measure the proliferative activity of hippocampal progenitors, we counted only the number of Ki67^+^ cells in the SGZ of the DG. Compared with LIN28A WT mice, LIN28A-cKO mice had a similar number of Ki67-immunoreactive cells in the SGZ (Figure 6A), suggesting that LIN28A deletion had no significant effect on proliferative progenitors. Next, we evaluated adult-generated neurons at 6 weeks after pilocarpine using DCX staining. In both LIN28A WT and LIN28A-cKO mice, DCX-immunoreactive cells were detected in the SGZ and hilus in chronic epilepsy (Figure 6B). Moreover, the number of DCX^+^ cells in the SGZ did not differ significantly between the LIN28A WT and LIN28A-cKO groups, although there was a decreasing trend in the number of ectopic DCX^+^ cells in the hilus of the LIN28A-cKO group (Figure 6B). However, when we assessed PROX1-expressing EGCs in the hilus of DG at 8 weeks after pilocarpine injection, we found that the number of ectopic granule neurons in the LIN28A-cKO group had decreased significantly (Figure 6C). Because LIN28A deletion in neuronal lineages attenuated the seizure-induced generation of hilar EGCs without affecting the production of DCX-expressing neuroblasts and immature granule neurons, we further evaluated PROX1/NEUN-expressing mature granule cells in the hilus and found that their numbers were significantly decreased in LIN28A-cKO mice (Figure 6C). Together, our findings indicate that LIN28A deletion in the neuronal lineage can alleviate seizure-induced aberrant hippocampal neurogenesis, especially the formation of mature ectopic granule neurons in the hilus.

### Transcriptomics analysis demonstrates that serotonin receptors, including Htr4, are altered by LIN28A cKO after pilocarpine-induced SE.

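Lin28a, the gene deleted in LIN28A-cKO mice, encodes an RNA-binding protein that blocks the maturation of let-7 microRNAs and lies on chromosome 4 from 134003330 to 134019196 of GRCm38 (mm10). It had 3 read counts in SE-WT replicate 3 and 0 counts in every other library, which leaves it at the limit of detection in both genotypes. A count of 0 allows up to 0.0356 to 0.0503 CPM (counts scaled by library size) per library, taken as 3 counts and covering counting error only. Its paralog Lin28b was at 3.27 ± 0.327 CPM (SD, n = 3) in sham-WT, 6.63 ± 3.88 CPM (SD, n = 4) in sham-cKO, 8.58 ± 4.48 CPM (SD, n = 3) in SE-WT and 2.55 ± 1.06 CPM (SD, n = 3) in SE-cKO. Between SE-cKO and SE-WT, Lin28b had a log2 fold change of -1.79 (standard error 0.49, adjusted p = 0.347), which DESeq2 called (adjusted p = 0.0140), and of -0.67 with the levels of striatal and thalamic genes as covariates in a fit of all 4 groups. The RNA came from whole hippocampi taken 3 days after saline (sham) or after pilocarpine-induced status epilepticus (SE) in Nestin-Cre mice with intact Lin28a (WT) or with Lin28a deleted in neural progenitors and their descendants (cKO). There were 3 sham-WT, 4 sham-cKO, 3 SE-WT and 3 SE-cKO libraries. Stranded total-RNA libraries had been aligned to mm10 with HISAT2 and quantified with StringTie by the authors, who deposited read counts, FPKM and TPM for 45777 genes. The read counts were normalized by TMM, and groups were compared with edgeR's quasi-likelihood test over the genes that passed its count filter. Totals ranged from 59659977 to 84354243 counts per library, and pairs of replicates differed far more than sampling noise allows.

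After SE, 951 genes rose and 173 fell in SE-WT against sham-WT among 20803 genes tested. In SE-cKO against sham-cKO, 2937 rose and 1901 fell among 21307. Between SE-cKO and SE-WT, 0 of 21126 genes passed an adjusted p of 0.05 in edgeR, and 2046 had an unadjusted p under 0.05, where chance alone gives 1056. DESeq2 called 307 genes higher and 228 lower in SE-cKO, limma voom called 0, and edgeR with all 4 groups in 1 fit called 107 higher and 55 lower. Between sham-cKO and sham-WT, 0 of 20785 genes passed in edgeR, 1152 had an unadjusted p under 0.05, DESeq2 called 15 higher and 2 lower, and limma voom called 0. In simulated libraries with the spread of the SE groups, edgeR recovered 4 of 100 genes changed 2-fold and 59 of 100 changed 4-fold. The titles of SE-WT replicate 3 and SE-cKO replicate 3 follow another pattern than the rest, and mitochondrial rRNA took 4.83% and 3.92% of their counts, against 0.486% to 1.66% in the others. With title style as a term in the fit, the count between SE-cKO and SE-WT was again 0. Mice of both sexes were used and sex is not labelled. Xist was at 176 to 304 CPM in sham-WT replicates 2 and 3 and sham-cKO replicate 3. It was at 335 to 511 CPM in SE-WT replicate 2 and SE-cKO replicates 2 and 3. These libraries had at most 0.565 CPM of the Y-linked gene Ddx3y. The others had at least 64.8 CPM of Ddx3y and at most 2.96 CPM of Xist. By these levels, sex was uneven between the genotypes in both treatments. Between SE-cKO and SE-WT, the fit of all 4 groups with each library's Xist level as a covariate called 168 genes.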

Since seizure-induced LIN28A upregulation was observed in the early stages after acute seizure, RNA-Seq was performed using hippocampi from LIN28A WT and LIN28A-cKO mice at 3 days after saline or pilocarpine injection to identify differentially expressed genes (DEGs) (Figure 7A). Hierarchical clustering demonstrated a clear difference in gene expression patterns between sham and SE, in addition to LIN28A WT and LIN28A-cKO groups (Figure 7B). Moreover, the multidimensional scaling (MDS) plot demonstrated that, compared with sham-manipulated LIN28A WT and LIN28A-cKO groups showing a relative similarity, pilocarpine-treated LIN28A WT and LIN28A-cKO displayed distinct transcriptomics differences (Figure 7C), in line with our hierarchical clustering. 

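Genes of dividing cells, microglia and reactive astrocytes rose after SE in both genotypes, and some genes of hippocampal principal neurons fell. Of 29 cell proliferation genes, 25 rose and none fell in SE-WT against sham-WT (27 adjusted over the list alone), and all 29 rose in SE-cKO against sham-cKO. Mki67, a marker of cycling cells, went from 4.99 ± 0.989 CPM (SD, n = 3) in sham-WT to 48.5 ± 6.53 CPM (SD, n = 3) in SE-WT and from 4.12 ± 1.07 CPM (SD, n = 4) in sham-cKO to 119 ± 67.7 CPM (SD, n = 3) in SE-cKO. Its log2 fold changes were 3.26 (standard error 0.20, adjusted p = 9.57e-04) in WT and 4.83 (standard error 0.39, adjusted p = 1.01e-04) in cKO. Of 29 reactive astrocyte genes, 21 rose in WT (23 adjusted over the list alone), and 28 rose and 1 fell in cKO. Vim, an intermediate filament gene of reactive glia, had log2 fold changes of 4.50 (standard error 0.18, adjusted p = 4.28e-04) and 5.76 (standard error 0.16, adjusted p = 3.62e-06), and Gfap, the classical astrocyte filament, of 3.02 and 4.06. All 20 homeostatic microglia genes rose in each genotype, with C1qb, a complement subunit, at 2.91 and 3.57. Of 24 activated microglia genes, 18 rose in WT and 21 in cKO. Of 18 interferon response genes, 11 rose in WT (18 adjusted over the list alone) and 18 in cKO, and all 9 genes of MHC class I and antigen processing rose in both.

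Of 10 granule cell genes, 4 fell in WT and 5 in cKO (6 in each adjusted over the list alone), and none rose. The median change of the list in WT was -1.21, and -1.09 without SE-WT replicate 2, a library high in striatal genes with the lowest granule cell level, at -2.73 (log2, against the sham mean). Tdo2, a tryptophan-degrading enzyme of mature granule cells, had log2 fold changes of -4.42 (standard error 0.49, adjusted p = 0.00405) in WT and -2.70 (standard error 0.48, adjusted p = 0.00487) in cKO. Of 12 CA pyramidal cell genes, 2 fell in WT and 3 in cKO, among them Spink8, at -2.72 and -2.20. The call of Spink8 in WT was lost when any 1 of the 3 sham-WT libraries was left out. Its log2 fold change in WT ran from -3.30 to -2.36 over libraries left out. The median change of the CA pyramidal cell list in WT was -0.77, and -0.52 without SE-WT replicate 2. Tgm1, a transglutaminase with 0 counts in every sham-WT library, was at least 1579.6-fold higher in SE-WT, taking 3 counts per library as the floor.

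By camera, every one of these lists moved in both genotypes at a preset correlation between genes. With an estimated correlation, the calls held in both genotypes for reactive astrocytes and both microglial lists and in WT for proliferation. The adjusted p with an estimated correlation in WT and in cKO was 0.0302 and 0.0685 for proliferation, 0.0410 and 3.49e-04 for reactive astrocytes, 0.0269 and 0.0461 for homeostatic microglia and 0.0269 and 0.0168 for activated microglia. It was 0.305 and 0.0570 for interferon response, 0.175 and 0.0570 for MHC class I, 0.198 and 0.226 for granule cells and 0.305 and 0.277 for CA pyramidal cells. Of 949 genes that rose in WT and were tested in both genotypes, 873 also rose in cKO, where independence gives 131.5. Of 173 that fell in WT, 106 also fell in cKO, where independence gives 16.1. The number called in WT depended on single libraries, at 518, 287 and 435 genes without sham-WT replicate 1, 2 and 3 and 727 without SE-WT replicate 1.

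Complete-linkage clustering of row z-scores over the 4982 genes called in any comparison parted sham from SE libraries at 2 clusters, and sham, SE-WT and SE-cKO libraries at 3. The sham-WT and sham-cKO libraries stayed in 1 cluster. These genes were chosen for differing between the groups. Over all 22596 tested genes, SE-WT replicate 1 and SE-WT replicate 2 clustered with the sham libraries, and SE-WT replicate 3 joined SE-cKO replicate 3. SE-WT replicate 3 and SE-cKO replicate 3 are the libraries of the other title style, with the highest shares of mitochondrial rRNA. Their distance over all tested genes, 140.199, was the smallest between any SE libraries. The closest SE libraries of the same genotype, SE-WT replicates 1 and 3, were at 149.157. SE-WT replicate 1 and SE-cKO replicate 3, which differ in title style, were at 148.995.

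**Figure D1:**
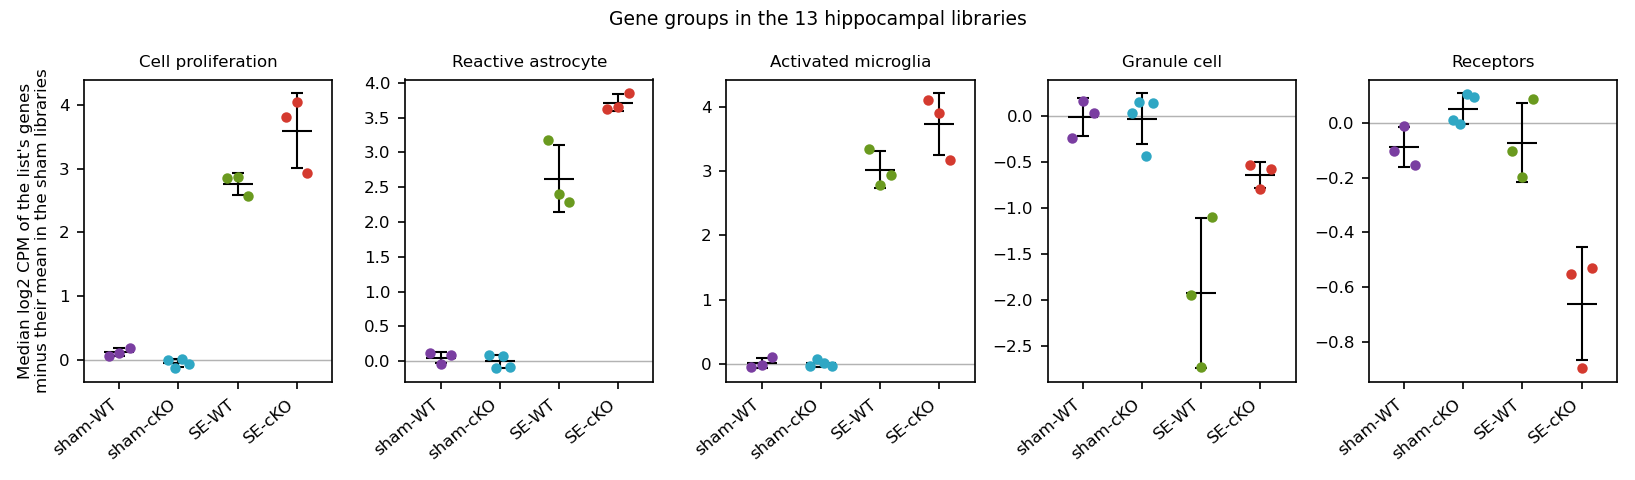
Levels of 5 gene groups in the 13 libraries (points) with each condition's mean and SD (bars), as the median over each list's genes of log2 CPM minus the gene's mean in the sham libraries. Reactive astrocyte genes lie at 2.63 ± 0.48 (SD, n = 3) in SE-WT and 3.71 ± 0.12 (SD, n = 3) in SE-cKO.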

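After SE, reactive astrocyte, activated microglia and proliferation genes had higher median levels in SE-cKO than in SE-WT, though no gene passed over all genes. Activated microglia levels overlapped, at 3.18 in SE-cKO replicate 3 and 3.34 in SE-WT replicate 1 (log2, against the sham mean). Reactive astrocyte and proliferation levels did not overlap. Of 29 reactive astrocyte genes, none passed over all genes in edgeR and 18 were higher when adjusted over the list alone, with a median log2 fold change of 0.97 (adjusted p = 1.44e-25 from camera, 0.0691 and the call lost with an estimated correlation). Serpina3n, a protease inhibitor of reactive astrocytes, was at 1055 ± 185 CPM (SD, n = 3) in SE-cKO and 414 ± 21.5 CPM (SD, n = 3) in SE-WT. It was also higher in sham-cKO, at 61.8 ± 25.3 CPM (SD, n = 4), than in sham-WT, at 26.0 ± 5.84 CPM (SD, n = 3), a log2 fold change of 1.26 (standard error 0.41, adjusted p = 0.868), and its interaction of genotype and SE was 0.10 (standard error 0.46, adjusted p = 0.960). DESeq2 called Serpina3n, Vim and Gfap between SE-cKO and SE-WT, at adjusted p of 9.13e-07, 9.28e-04 and 5.62e-04. Of 24 activated microglia genes, 9 were higher when adjusted over the list alone (median 0.74, adjusted p = 7.14e-13 from camera, 0.111 and the call lost with an estimated correlation), among them Cd9, a tetraspanin gene, at 0.90 (standard error 0.15, adjusted p = 0.261), which DESeq2 called (adjusted p = 7.92e-05). Of 29 proliferation genes, 19 were higher when adjusted over the list alone (median 0.90, adjusted p = 3.14e-17, 0.319 and the call lost with an estimated correlation). Over libraries left out, the medians were 0.92 to 1.32 for reactive astrocytes, 0.61 to 0.86 for activated microglia and 0.62 to 1.11 for proliferation.

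The difference between the SE responses of the genotypes, that in cKO minus that in WT, was tested as an interaction in 1 fit of all 13 libraries. Among 22596 genes, 19 had a positive and 17 a negative interaction. Gfap had an interaction of 1.05 (standard error 0.17, adjusted p = 0.0439), Vim of 1.26 (standard error 0.21, adjusted p = 0.0486), Cd9 of 1.22 (standard error 0.17, adjusted p = 0.0418) and the smooth muscle gene Tagln of 3.83 (standard error 0.64, adjusted p = 0.0462). Each of the 4 lost its call in at least 14 of 25 alternatives. Over these alternatives the interaction ran from 0.93 to 1.12 for Gfap and from 0.93 to 1.34 for Vim. It ran from 1.07 to 1.27 for Cd9 and from 2.90 to 4.49 for Tagln. DESeq2 called 720 genes in the interaction. The count was 0 without sham-WT replicate 1, 2 or 3, sham-cKO replicate 1, 3 or 4 or SE-cKO replicate 2, and 4 without sham-cKO replicate 2. It was 5 without SE-WT replicate 2, 56 without SE-WT replicate 1, 59 without SE-WT replicate 3 and 177 without SE-cKO replicate 3. Without the 3 libraries high in striatal or thalamic genes, or with the levels of those genes as covariates, it was 0, as it was with a replicate block or with Xist level as a covariate.

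Genes of tissues next to the hippocampus marked single libraries. Striatal neuron genes, at a median of 4.33 (log2) above the sham mean in SE-WT replicate 2, were at most 0.34 in any other library. The same library had the lowest level of granule cell genes, -2.73, against -1.95 and -1.10 in the other SE-WT libraries and -0.64 ± 0.14 (SD, n = 3) in SE-cKO. Thalamic neuron genes were at 3.25 in sham-cKO replicate 2 and 2.45 in SE-WT replicate 3. Between SE-cKO and SE-WT, the median log2 fold change of striatal genes was -3.55 (adjusted p = 8.43e-07, 0.394 with an estimated correlation), and -0.70 without SE-WT replicate 2. For thalamic genes it was -1.61 (adjusted p = 0.00591, 0.602 with an estimated correlation), and 0.24 without SE-WT replicate 3. Granule cell genes were higher in SE-cKO by a median of 0.80 (adjusted p = 0.00124, 0.324 and the call lost with an estimated correlation), and by 0.33 without SE-WT replicate 2 and 1.49 without SE-WT replicate 3.

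In classical MDS over the 4982 genes called in any comparison, the first component held 77.2% and the second 5.19% of the variance. On the first component, sham-WT lay at -53.9 ± 2.76 (SD, n = 3), sham-cKO at -55.3 ± 2.70 (SD, n = 4), SE-WT at 42.5 ± 12.6 (SD, n = 3) and SE-cKO at 85.2 ± 7.38 (SD, n = 3). Over all tested genes, the mean distance between SE-cKO and SE-WT libraries was 1.05 times that within the groups (exact permutation test, one-sided, p = 0.1, the smallest that 3 against 3 allow). For SE-WT and sham-WT the ratio was 1.24 (exact p = 0.1), for SE-cKO and sham-cKO 1.41 (exact p = 0.0286, the smallest that 3 against 4 allow) and for the sham groups 0.991 (exact p = 0.571).

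**Figure D2:**
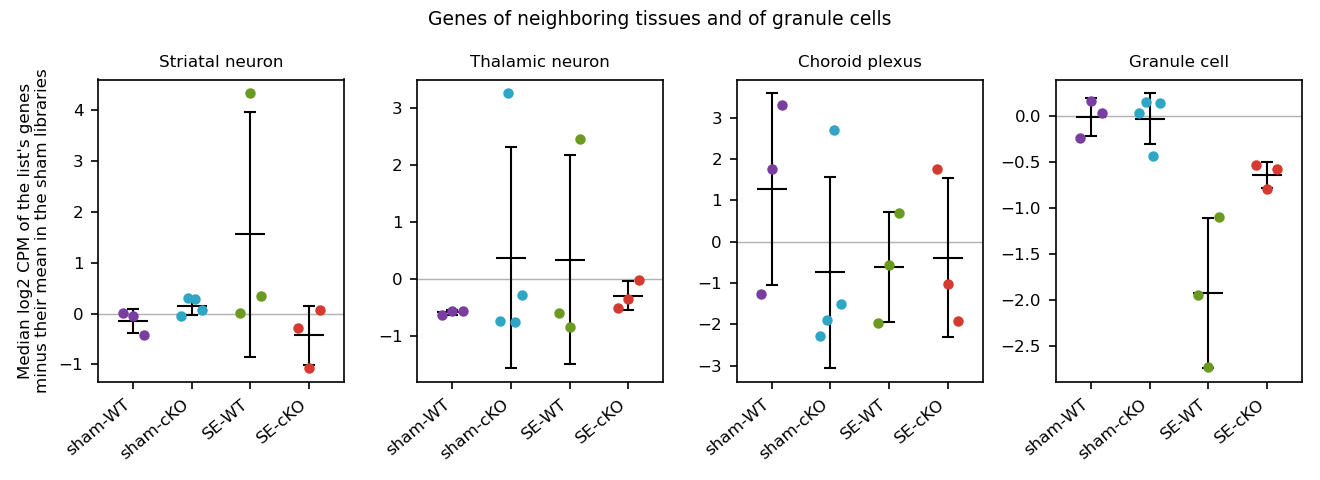
Levels of striatal, thalamic, choroid plexus and granule cell genes in the 13 libraries (points) with each condition's mean and SD (bars), as the median over each list's genes of log2 CPM minus the gene's mean in the sham libraries. SE-WT replicate 2 stands at 4.33 in striatal genes.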

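Most neurotransmitter receptor genes were at lower levels in SE-cKO than in SE-WT. Of 91 receptor genes measured, 74 had a lower and 17 a higher level in SE-cKO, with a median log2 fold change of -0.58. None passed over all genes in edgeR, and 1 was lower when adjusted over the list alone. That gene was Gabrd, the delta subunit of extrasynaptic GABA-A receptors, at 9.27 ± 2.1 CPM (SD, n = 3) in SE-cKO and 30.0 ± 7.37 CPM (SD, n = 3) in SE-WT with a log2 fold change of -1.73 (standard error 0.27, adjusted p = 0.236). DESeq2 put the adjusted p of Gabrd at 2.21e-06, and the highest over its alternatives was 0.821. The study chose the receptor theme on these samples, so the list is not independent evidence of its direction.

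Grm4, a presynaptic glutamate receptor, had a log2 fold change of -1.70 (standard error 0.36, adjusted p = 0.296), and Chrm2, a muscarinic receptor of interneurons, of -1.57 (standard error 0.36, adjusted p = 0.310). DESeq2 called both, at adjusted p of 9.28e-04 and 0.00297. With the levels of striatal and thalamic genes as covariates in a fit of all 4 groups, the log2 fold change was -0.59 for Grm4, -0.80 for Chrm2 and -1.0 for Gabrd. Without covariates, Gria4, an AMPA receptor subunit, had a log2 fold change of -0.93 (standard error 0.20, adjusted p = 0.296), which DESeq2 called (adjusted p = 0.00392). Adjusted over each list alone, 6 of 18 ionotropic glutamate receptor genes were lower, 2 of 7 metabotropic ones, 1 of 22 for GABA and glycine, 3 of 14 for acetylcholine and 0 of 17 for dopamine, noradrenaline and histamine. Their median log2 fold changes were -0.42, -0.75, -0.71, -0.62 and -0.72 in that order, and camera called each list lower in SE-cKO. Over libraries left out they ran over -0.51 to -0.40, -0.82 to -0.44, -0.82 to -0.52, -1.25 to -0.40 and -1.05 to -0.57, so the order of the families depends on single libraries. None of these calls held with an estimated correlation, where the adjusted p was 0.0691, 0.111, 0.0821, 0.276 and 0.0836.

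Among other neuronal lists, voltage-gated ion channel genes and general neuronal genes had lower medians in SE-cKO. The camera calls of both lists were lost with an estimated correlation. General neuronal levels overlapped, at -0.16 in SE-cKO replicate 3 and -0.58 in SE-WT replicate 2 (log2, against the sham mean). Granule cell genes were higher, by a median of 0.80, and neural progenitor and newborn neuron genes were at 0.022. The granule cell median was smaller without SE-WT replicate 2 and larger without SE-WT replicate 3. The camera call of that list was lost with an estimated correlation (adjusted p = 0.324). Of 42 voltage-gated ion channel genes, 6 were lower when adjusted over the list alone (median -0.54, adjusted p = 4.04e-15, 0.0708 with an estimated correlation), among them Scn1a, a sodium channel of interneurons, at -1.07 (standard error 0.17, adjusted p = 0.236), and Kcnq5 at -1.23. DESeq2 called both, at adjusted p of 4.69e-06 and 0.00219. General neuronal genes, 25 in all, had a median of -0.48 (adjusted p = 2.35e-05, 0.495 with an estimated correlation, median -0.70 to -0.21 over libraries left out).

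Ranked by signal to noise over 21126 genes, the receptor list had an enrichment score of -0.656 (exact permutation over 20 assignments, two-sided, p = 0.1, the smallest they allow; adjusted p = 0.4 over 36 lists). By camera the list was lower in SE-cKO (adjusted p = 2.83e-13), and the call was lost with an estimated correlation (adjusted p = 0.0691). Without SE-WT replicate 2, the library high in striatal genes, the median was -0.62, and in a fit of all 4 groups without the 3 libraries high in striatal or thalamic genes, which leaves 1 SE-WT library, it was -0.37. The interaction of genotype and SE gave a median of -0.80 over 95 receptor genes (adjusted p = 4.98e-12, 0.00349 with an estimated correlation). In that test 23 receptor genes had a negative and 1 a positive interaction when adjusted over the list alone. A negative value means a lower SE effect in cKO than in WT. In the SE effect itself, 33 receptor genes fell and 2 rose in cKO among 90 (40 and 3 adjusted over the list alone), and 1 fell and 1 rose in WT among 91.

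**Figure D3:**
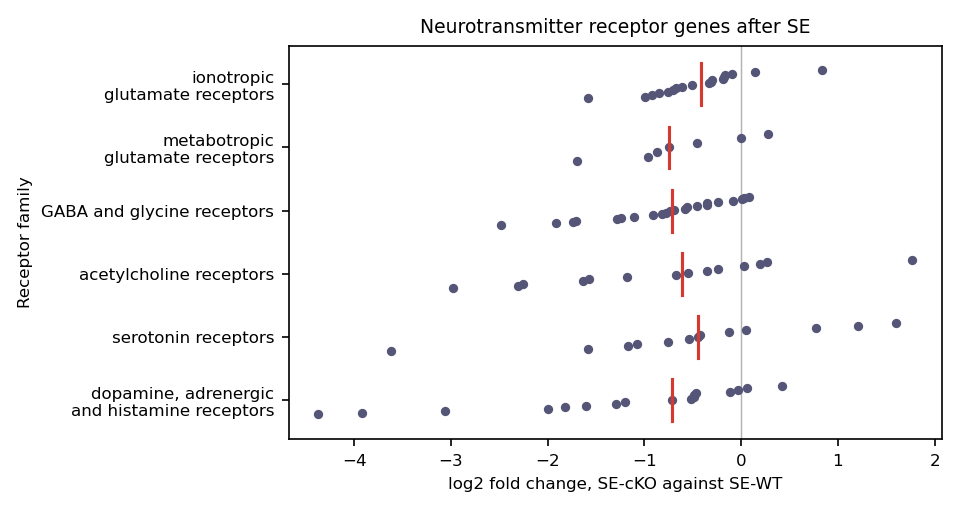
Log2 fold change of each receptor gene in SE-cKO against SE-WT, by family. Each point is 1 gene, and the red lines mark family medians, from -0.75 for metabotropic to -0.42 for ionotropic glutamate receptors.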

When we further analyzed the DEGs between SE-treated LIN28A WT and LIN28A-cKO groups using the gene set enrichment analysis (GSEA) tool, we found that genes associated with neurotransmitter receptor activity were significantly altered by LIN28A deletion after SE (Figure 7D). Furthermore, qPCR validation revealed that, after SE, the expression of hippocampal *Htr4* was significantly increased, whereas *Htr2c* and *Htr1b* expressions were reduced in LIN28A-cKO mice (Figure 7E). Finally, we confirmed that HTR4 immunoreactivity was observed in LIN28A-expressing cells in SGZ at 3 days after SE (Figure 7F), suggesting that HTR4 can be a potential LIN28A-downstream target in epilepsy. Collectively, our results demonstrate that LIN28A deletion in all neuronal lineages can alter serotonin-mediated signaling after SE, and this can alleviate seizure-induced aberrant neurogenesis and PS memory deficit in epilepsy.

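Serotonin receptor genes were not called as a group between SE-cKO and SE-WT. Of 13 measured, 9 had a lower and 4 a higher level in SE-cKO, none passed over all genes in edgeR, and 1, Htr2b, was higher when adjusted over the list alone. Their median log2 fold change was -0.44 (adjusted p = 0.401 from camera, 0.602 with an estimated correlation, median -0.65 to -0.35 over libraries left out). Htr2b, a receptor coupled to phospholipase C, was at 4.47 ± 0.367 CPM (SD, n = 3) in SE-cKO and 1.44 ± 0.636 CPM (SD, n = 3) in SE-WT, with 0 counts in every sham-WT library, against which SE-WT was at least 33.4-fold higher. It lies on chromosome 1 from 86097546 to 86116231, and its log2 fold change in SE-cKO against SE-WT was 1.61 (standard error 0.38, adjusted p = 0.320), which DESeq2 called (adjusted p = 0.00712), and 0.91 with the levels of striatal and thalamic genes as covariates in a fit of all 4 groups.

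Htr1a, an inhibitory receptor of granule cells and pyramidal neurons, was at 27.1 ± 5.15 CPM (SD, n = 3) in SE-cKO and 15.5 ± 8.50 CPM (SD, n = 3) in SE-WT with a log2 fold change of 0.77 (standard error 0.44, adjusted p = 0.654). SE-WT replicate 2, the library high in striatal genes, had 5.70 CPM of Htr1a and the other SE-WT libraries 19.8 and 21.0, and without it the log2 fold change was 0.37, and with the striatal and thalamic covariates -0.042. Htr6 was at 1.15 ± 0.155 CPM (SD, n = 3) in SE-cKO and 2.36 ± 0.976 CPM (SD, n = 3) in SE-WT with a log2 fold change of -1.07 (standard error 0.40, adjusted p = 0.448). SE-WT replicate 2 had the most Htr6, at 3.46 CPM, and the other SE-WT libraries had 2.03 and 1.59. Over libraries left out, the log2 fold change of Htr6 ran from -1.30 to -0.68. After SE in cKO, Htr7 fell by 1.29 on the log2 scale (standard error 0.32, adjusted p = 0.0203), a call lost with a replicate block and without SE-cKO replicate 2. Sham-cKO replicate 2, a library high in thalamic genes, had the most Htr7, at 23.4 CPM, and without it Htr7 fell by 1.05. Of 10 genes for serotonin synthesis, transport, breakdown and receptor binding, none passed in SE-cKO against SE-WT over all genes or over the list alone in edgeR (median -0.14, adjusted p = 0.687, with a camera direction of up). S100a10 encodes p11, a partner of serotonin receptors at the cell surface. It rose after SE in both genotypes, by 1.73 (standard error 0.17, adjusted p = 0.00281) in WT and 2.75 (standard error 0.21, adjusted p = 8.18e-05) in cKO on the log2 scale, and was at 94.3 ± 14.2 CPM (SD, n = 3) in SE-cKO and 53.7 ± 10.4 CPM (SD, n = 3) in SE-WT. Camera put the synthesis and transport list down in SE-cKO without SE-WT replicate 1 (median -0.21) and without SE-cKO replicate 3 (0.014). The paper reports higher hippocampal Htr4 in LIN28A-cKO mice after SE by qPCR (Figure 7E). With HTR4 staining in LIN28A-expressing cells (Figure 7F), the paper proposes HTR4 as a potential target downstream of LIN28A. From its results as a whole, it concludes that loss of LIN28A across neuronal lineages can change serotonin-mediated signaling after SE, and that this can relieve aberrant neurogenesis and the memory deficit in epilepsy.

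**Figure D4:**
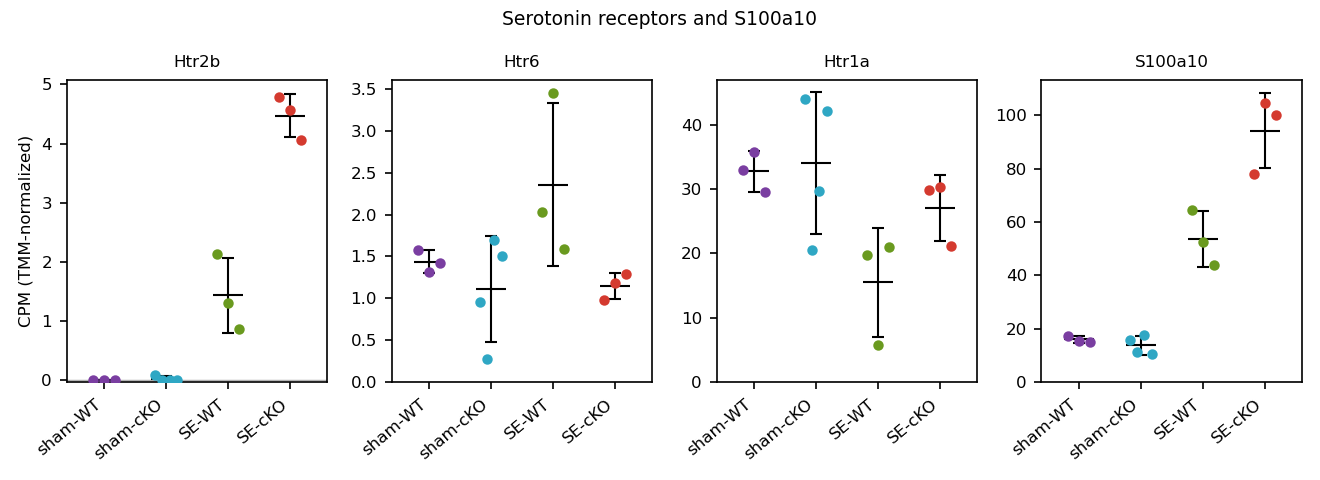
Levels of Htr2b, Htr6, Htr1a and S100a10 in the 13 libraries (points), in CPM normalized by TMM, with each condition's mean and SD (bars). Every SE-cKO library lies above every SE-WT library for Htr2b and below for Htr6.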

## Discussion

Identification of the critical molecules that modulate aberrant hippocampal neurogenesis is crucial for understanding complex hippocampal cognitive dysfunction under pathological conditions, since physiologic adult-generated granule neurons can contribute to distinguishing subtle differences between similar experiences — referred to as PS (2). In the present study, we show that blocking LIN28A induction after pilocarpine-induced SE reduced the number of hilar EGCs and attenuated hippocampal memory impairment. For spatial PS evaluation, we devised a potentially novel spatial PS test based on modification of an episodic memory–based PS test (27, 28). When animals were asked to discriminate a novel object based on the combination of a floor pattern and 2 identical objects in different orientations (front view or rear view), LIN28A WT mice had difficulty identifying the novel object, implying impaired PS ability. However, reduced seizure-induced EGC production by LIN28A deletion led to a significant improvement in PS capability. We also demonstrated a PS improvement in LIN28A cKO when another classical PS test based on fear discrimination between 2 similar contexts was utilized (26), demonstrating a critical role for abnormal newborn neurons in PS memory dysfunction. This hypothesis was supported by a DG-cornu Ammonis 3 (DG-CA3) computational model demonstrating that addition of a small population of hilar EGCs was sufficient to disrupt simulation of PS (29). Interestingly, sham-manipulated WT and cKO animals showed similar intact PS capability, suggesting a specific role of LIN28A in epilepsy. To further confirm the involvement of LIN28A in general hippocampal memory in epilepsy, we performed contextual and cued fear conditioning tests and demonstrated improvement in spatial memory tasks in LIN28A-cKO mice. Consistent with our findings, pharmacological approaches to suppress seizure-induced neurogenesis by valproic acid or endoneuraminidase administration spared hippocampal spatial memory deficits, accompanied by the restoration of features of aberrant hippocampal neurogenesis (11, 12). Moreover, a genetic approach to selectively ablate adult neurogenesis before seizure activity normalized hippocampus-dependent spatial memory impairment (10), corroborating our findings. It’s noteworthy to mention that LIN28A depletion in other brain regions may influence epilepsy-associated cognitive changes, given the use of the *Nestin-Cre* system in our study. Finally, LIN28A did not influence memory extinction based on assessment of memory retrieval for 28 days after pilocarpine-induced SE. A previous study reported no effect of adult-generated granule neurons on extinction of contextual fear memory (30). Taken together, our data demonstrate that LIN28A is a potentially novel regulator of seizure-induced aberrant hippocampal neurogenesis and affects newborn neuron-associated memory function in epilepsy.

Because LIN28A induction after acute seizures was observed in subgranular cells, we comprehensively analyzed the effects of LIN28A modulation on seizure-induced abnormal hippocampal neurogenesis. Even though the number of Ki67^+^ proliferating progenitors did not differ between the LIN28A WT and LIN28A-cKO groups, we found that LIN28A deletion in the neuronal lineage could reduce the production of hilar EGCs in chronic epilepsy. Moreover, when we evaluated mature EGCs using double immunofluorescence, LIN28A deletion downregulated the number of PROX1/NEUN-expressing mature granule neurons after seizure activity. Since 2 major roles of LIN28A are the promotion of cellular growth and survival (31, 32), our data indicate that LIN28A can play a critical role in the survival of newborn neurons, especially the generation of mature EGCs in epilepsy. It is a bit surprising that the proliferative activity of neural progenitors was unaffected by LIN28A deletion, in contrast to previous reports showing that LIN28A had a pro-proliferative function under physiological conditions (15, 18, 33). We offer 2 possible reasons: (a) seizure-mediated enhanced mitosis outweighs the inhibition of proliferation by LIN28A deficiency, or (b) LIN28A does not affect the proliferation of progenitors in the epileptic context, unlike in physiological conditions. More elaborate studies will be required to conclude the effects of LIN28A on hippocampal proliferation after acute seizures. Collectively, our data show that blocking LIN28A induction after acute seizure attenuated seizure-induced aberrant hippocampal neurogenesis, especially the generation of mature EGCs.

LIN28A is thought to inhibit *let-7* miRNA biogenesis and thereby negatively regulate the translation of *let-7* target genes (31, 32). Because *Lin28a* mRNA is, itself, a *let-7* target molecule (34), changes in *let-7* expression can alter the level of LIN28A protein. Intriguingly, a couple of studies have reported that multiple *let-7* isoforms were decreased in the hippocampus at specific periods following SE (35, 36). These data raise the possibility that the downregulation of *let-7* miRNA after acute seizures could unleash the translation of LIN28A, resulting in the induction of LIN28A protein in the SGZ of the DG.

To investigate the molecular mechanisms associated with the role of LIN28A after acute seizure, we performed transcriptomics analysis using hippocampi from LIN28A WT and LIN28A-cKO mice at 3 days after SE. Among many potential target genes identified by RNA-Seq, we found that the expression of *Htr1b* and *Htr2c* was significantly reduced, whereas that of *Htr4* was increased in LIN28A-cKO mice. 

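In the RNA-seq libraries, Htr4 was higher in all 3 SE-cKO libraries than in any SE-WT library, and Htr2c and Htr1b overlapped between the groups. Groups without overlap occurred for 15.0% of the genes in this comparison, where chance gives 10%. None of the 3 genes passed an adjusted p of 0.05 in edgeR, and none did when adjusted over the serotonin receptor list alone. Htr4 encodes a receptor that raises cyclic AMP and lies on chromosome 18 from 62323546 to 62503027 of GRCm38. It was at 28.5 ± 5.19 CPM (SD, n = 3) in sham-WT, 26.9 ± 4.15 CPM (SD, n = 4) in sham-cKO, 16.5 ± 4.75 CPM (SD, n = 3) in SE-WT and 38.9 ± 15.0 CPM (SD, n = 3) in SE-cKO. Its log2 fold change in SE-cKO against SE-WT was 1.20 (standard error 0.35, adjusted p = 0.359), and that of the interaction 1.32 (standard error 0.39, adjusted p = 0.192). Between SE-cKO and SE-WT, DESeq2 put the adjusted p of Htr4 at 0.0500, which does not pass the threshold, and the highest adjusted p over its alternatives was 0.879. For the interaction, DESeq2 called Htr4, at an adjusted p of 0.0385, and no other alternative did.

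Htr2c encodes a receptor that is abundant in choroid plexus as well as in neurons and lies on chromosome X from 146962464 to 147197277. It was at 47.1 ± 28.0 CPM (SD, n = 3) in sham-WT, 46.6 ± 26.1 CPM (SD, n = 4) in sham-cKO, 38.8 ± 22.0 CPM (SD, n = 3) in SE-WT and 17.9 ± 13.8 CPM (SD, n = 3) in SE-cKO, a log2 fold change of -1.17 (standard error 0.62, adjusted p = 0.606) between the SE groups. Choroid plexus genes, whose level ran from -2.28 to 3.31 (log2, against the sham mean) over the 13 libraries, had a median log2 fold change of 0.65 between the same groups (adjusted p = 0.317, 0.788 with an estimated correlation), and of -0.90 without SE-cKO replicate 1 and 0.20 without SE-WT replicate 1.

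Htr1b encodes an inhibitory presynaptic receptor and lies on chromosome 9 from 81628291 to 81633832. It was at 8.96 ± 2.01 CPM (SD, n = 3) in sham-WT, 10.3 ± 3.03 CPM (SD, n = 4) in sham-cKO, 18.9 ± 20.1 CPM (SD, n = 3) in SE-WT and 6.47 ± 3.88 CPM (SD, n = 3) in SE-cKO, a log2 fold change of -1.59 (standard error 0.81, adjusted p = 0.588). Within SE-WT, replicate 2, the library high in striatal genes, had 41.9 CPM of Htr1b, and the other libraries had 4.75 and 10.0. Without that library the log2 fold change was -0.22 for Htr1b and -0.72 for Htr2c, and in a fit of all 4 groups without the 3 libraries high in striatal or thalamic genes, which leaves 1 SE-WT library, it was 0.42 and 0.14. Over single libraries left out, the log2 fold change ran from -2.17 to -0.22 for Htr1b, from -2.0 without SE-cKO replicate 1 to -0.72 for Htr2c and from 0.93 to 1.49 for Htr4.

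**Figure D5:**
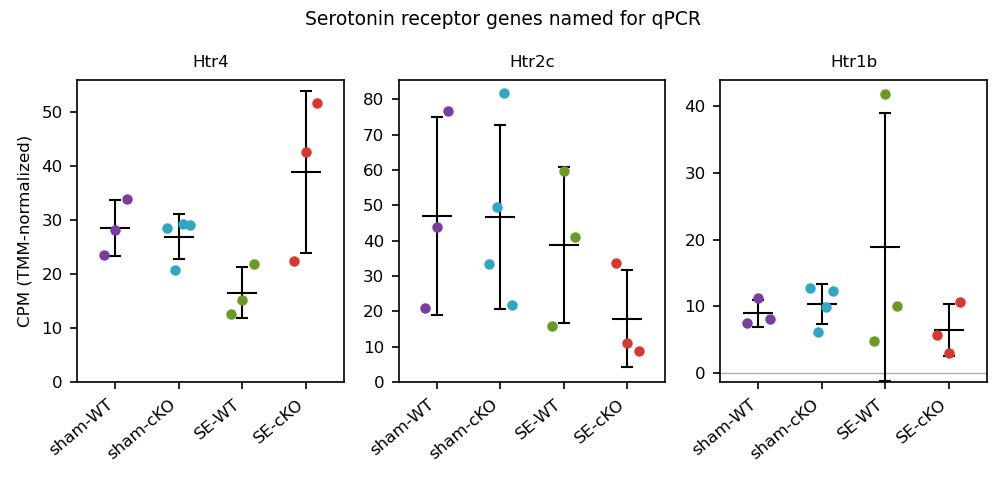
Levels of Htr4, Htr2c and Htr1b in the 13 libraries (points), in CPM normalized by TMM, with each condition's mean and SD (bars). SE-WT replicate 2 lies at 41.9 CPM for Htr1b.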

Regarding the effects of serotonin receptors on hippocampal neurogenesis, 1 study reported decreased survival of adult-generated neurons in HTR1A and HTR1B double mutants (37). HTR1B is associated with learning and memory; an HTR1B agonist effectively reduced cognitive function in rats (38). In relation to memory, administration of the HTR2C antagonist SB242084 enhanced reversal learning (39), while administration of the HTR2C antagonist RS-102221 attenuated stressor-induced spatial memory deficits (40), suggesting that blocking HTR2C benefits hippocampal memory function. These findings support those of the current study: decreased *Htr1b* and *Htr2c* expression in LIN28A-cKO mice was associated with improved performance in spatial memory tasks. HTR4 also is thought to regulate adult hippocampal neurogenesis (41), but the molecular mechanisms by which it regulates neurogenesis might be more complicated than expected, since HTR4 KO blocked fluoxetine-mediated neurogenic effects without affecting baseline neurogenesis (42). Moreover, *Htr4* is predicted to be a *let-7a* miRNA target (miRDB, microRNA target prediction database; http://mirdb.org/), and an inverse relationships between *let-7a* and *Htr4* was reported in anhedonia (43), implying that HTR4 is involved in LIN28A/*let-7* signaling. Additionally, valproic acid under physiologic conditions can inhibit the serotonin system by activating monoamine oxidase A (44) and can promote neuronal survival through epigenetic mechanisms (45). Since valproic acid is known to affect cognitive function (46), it would be intriguing to investigate whether cognitive improvement observed in LIN28A cKO might be reversed by the administration of valproic acid following acute seizures. Taken altogether, we identified downstream target molecules induced by LIN28A deletion after seizure activity — i.e., *Htr1b*, *Htr2c*, and *Htr4* — which are all involved in adult hippocampal neurogenesis or cognitive function. Future studies to assess the precise mechanisms of LIN28A signaling are required.

In summary, we determined the spatiotemporal expression pattern of *Lin28a* transcript and protein after pilocarpine-induced SE. We also identified cellular phenotypes of seizure-induced LIN28A–expressing cells in the adult SGZ of the DG. When we blocked LIN28A induction in neuronal lineages using a genetic approach, we found that LIN28A deletion alleviated hippocampal memory impairment in chronic epilepsy by enhancing spatial PS. Additionally, we found a reduction in mature hilar EGCs in LIN28A-cKO mice, suggesting a role of LIN28A in seizure-induced aberrant hippocampal neurogenesis. To identify LIN28A-mediated molecular mechanisms, we performed transcriptomics analysis, resulting in identification of the potential LIN28A downstream targets of *Htr1b*, *Htr2c*, and *Htr4* and further IHC validation of HTR4 in LIN28A-expressing cells after acute seizures. Collectively, we identified LIN28A as a modulator of abnormal, seizure-induced hippocampal neurogenesis, affecting newborn granule neuron–related spatial memory function. The results of this study provide essential basic information for understanding hippocampal memory dysfunction in epilepsy and other brain diseases involving the hippocampus, such as schizophrenia, traumatic brain injury, and Alzheimer’s disease.

## Methods

### Animals.

Male C57BL/6N mice (6 weeks old, Koatech) were used to assess spatiotemporal LIN28A expression patterns. For the functional analysis of LIN28A in epilepsy, we crossed *Nestin-Cre* mice (47) with *Lin28a^loxP/+^* mice (a gift from Hao Zhu at UT Southwestern Medical Center, Dallas, Texas, USA), followed by the breeding of *Nestin-Cre:Lin28a^loxP/+^* mice with *Lin28a^loxP/+^* mice to generate male and female LIN28A-cKO and LIN28A WT mice. Mice were genotyped by polymerase chain reaction (PCR) using genomic DNA and primers for *Lin28a* (forward: 5′-TCC AAC CAG CAG TTT GCA G-3′, reverse: 5′-GCA GCT GGT AAG AAC AAA CCT-3′), and *Nestin-Cre* (forward: 5′-GGT CGA TGC AAC GAG TGA TGA GG-3′, reverse: 5′-GCT AAG TGC CTT CTC TAC ACC TGC G-3′). LIN28A WT and LIN28A-cKO mice were backcrossed to C57BL/6N mice for at least 5 generations prior to beginning the studies. All mice were bred and housed in an animal facility with a 12-hour light, 12-hour dark cycle and had access to food and water ad libitum.

### Pilocarpine-induced mouse model of temporal lobe epilepsy.

Pilocarpine-induced SE was established as previously described (48–50). Briefly, C57BL/6N, LIN28A WT, and LIN28A-cKO mice at 6 weeks of age were given scopolamine methyl nitrate (i.p.; 2 mg/kg; Sigma-Aldrich, S2250) and terbutaline hemisulfate salt (i.p.; 2 mg/kg; Sigma-Aldrich, T2528) to block the peripheral effects of pilocarpine and dilate the respiratory tract, respectively. Thirty minutes later, pilocarpine hydrochloride (i.p.; Sigma-Aldrich, P6503) was injected at 260 mg/kg for male LIN28A transgenic mice and 280 mg/kg for both female LIN28A transgenic and male C57BL/6N mice; then, mice were placed in an incubator that was maintained at 31˚C (ThermoCare). Acute seizures were behaviorally monitored using a modified Racine’s scale (51) (stage 1: mouth and facial movement; stage 2: head nodding; stage 3: forelimb clonus; stage 4: rearing with forelimb clonus; stage 5: rearing and falling with forelimb clonus). Once SE was initiated (defined by continuous generalized convulsive seizures), mice were placed at room temperature for 3 hours and returned to the incubator after behavioral seizure activity was quenched with diazepam (10 mg/kg; Sigma-Aldrich, D0899). Only mice showing SE were selected for further processing. Mice were given 5% dextrose solution (i.p.; 1 mL) to facilitate their recovery. At 2 days after pilocarpine injection, the mice were returned to their cages and randomly assigned to the experiments.

### qPCR.

Mice were anesthetized and briefly perfused transcardially with cold saline. Total RNA from the hippocampi was isolated using TRIzol reagent according to the manufacturer’s instructions. In brief, tissues were frozen in liquid nitrogen, pulverized, homogenized in 1 mL of TRIzol reagent, and incubated for 5 minutes at room temperature. Then, 200 mL of chloroform was added, vigorously mixed, and incubated for 3 minutes at room temperature. Samples were centrifuged (19,320*g* for 20 minutes), and the aqueous phases were transferred to fresh tubes with equal volumes of isopropanol and incubated on ice for 30 minutes. After centrifugation at 19,320*g* for 15 minutes, the RNA pellets were washed in 75% ethanol and dissolved in RNase-free water. RNA qualities and concentrations were assessed by Nanodrop (Thermo Fisher Scientific). Then, cDNA was generated using a ReverTra Ace qPCR RT Master Mix with gDNA Remover (Takara), followed by qPCR with SYBR green (Takara) and an MX3005P system (Stratagene). The primer sequences used were forward: 5′-CAA CGG GTT GTG ATG ACA GGC AAA-3′, reverse: 5′-TAG TGC AGT TGG CAT CCT GGA GAA-3′for *Lin28a*, forward: 5′-CGC CGA CGG CTA CAT TTA C-3′, reverse: 5′-TAG CTT CCG GGT CCG ATA CA-3′ for *Htr1b*, forward: 5′-CTA ATT GGC CTA TTG GTT TGG CA-3′, reverse: 5′-CGG GAA TTG AAA CAA GCG TCC-3′ for *Htr2c*, forward: 5′-AGT TCC AAC GAG GGT TTC AGG-3′, reverse: 5′-CAG CAG GTT GCC CAA GAT G-3′ for *Htr4*, and forward: 5′-TCA ACA GCA ACT CCC ACT CTT CCA-3′, reverse: 5′-ACC CTG TTG CTG TAG CCG TAT TCA-3′for *Gapdh*. Quantitative analysis of mRNA expression using the ΔΔCt method was carried out as previously described (52, 53).

### Histologic assessments.

Mice were anesthetized and perfused transcardially with cold 4% paraformaldehyde (PFA) in 0.1M PBS. The brains were removed and postfixed in 4% PFA overnight, before being cryoprotected in 30% sucrose in 0.1M PBS. The brains were bisected, and the half-brains were coronally sectioned 30 μm thick using a cryostat. In situ hybridization was performed using riboprobes for *Lin28a* (NM_145833.1, nucleotides 200–674). Sense and antisense riboprobes for *Lin28a* were labeled with DIG by in vitro transcription using a DIG RNA labeling kit (Roche). Tissue sections were hybridized with sense or antisense probes diluted in hybridization solution (150 ng/mL) at 53˚C for 18 hours and then incubated with a biotin-conjugated mouse anti-DIG antibody (1:500, Jackson ImmunoResearch, 200-062-156), followed by cy3-conjugated streptavidin (1:500, Jackson ImmunoResearch, 016-160-084). Then, immunofluorescence of the sections was induced with antibodies to GFAP (1:1000, MilliporeSigma, MAB360) and IBA1 (1:500, Wako Pure Chemical Industries, 019-19749) at 4˚C overnight. The next day, the sections were incubated with cy5–conjugated anti-mouse IgG (Jackson ImmunoResearch, 715-175-150) and cy2-conjugated anti–rabbit IgG (Jackson ImmunoResearch, 711-225-152). The triple-labeled sections were visualized with a confocal microscope (LSM900; Carl Zeiss Microscopy) and imaged with pseudo-coloring. For IHC, tissue sections were either mounted on charged slides or free floated in 0.01M PBS. Slides underwent antigen retrieval using 0.01M citric acid, pH 6.0, at 100˚C for 15 minutes, followed by 12 minutes in tris-buffered saline (TBS) at room temperature. The free-floating tissue sections underwent the same staining procedure, except that the antigen retrieval step was omitted. For visualization with 0.1% diaminobenzidine tetrahydrochloride (DAB), we removed endogenous peroxidase activity by incubating sections with 0.3% H_2_O_2_ for 30 minutes at room temperature. Nonspecific binding was blocked with 3% normal donkey serum (Jackson ImmunoResearch, 017-000-121) and 0.3% Triton X-100 in TBS for 1 hour at room temperature. The primary antibodies in this study were chosen based on the validation results provided by the manufacturer: rabbit anti-LIN28 (1:200, Santa Cruz Biotechnology, sc-67266), mouse anti-GFAP (1:1,000, MilliporeSigma, MAB360), mouse anti-nestin (1:50, MilliporeSigma, MAB353), guinea pig anti-doublecortin (DCX, 1:2,000, MilliporeSigma, AB2253), mouse anti-calretinin (1:100, MilliporeSigma, MAB1568), mouse anti-NEUN (1:200, MilliporeSigma, MAB377), rabbit anti-Ki67 (1:500, Thermo Fisher Scientific, MA5-14520), rabbit anti-PROX1 (1:500, MilliporeSigma, ABN278), and mouse anti-HTR4 (1:200, Santa Cruz Biotechnology, sc-376158). For double labeling, primary antibodies were simultaneously incubated (LIN28A/GFAP, LIN28A/Nestin, LIN28A/DCX, LIN28A/Calretinin, LIN28A/NEUN, PROX1/NEUN, and LIN28A/HTR4), and cy3- and Alexa Fluor 488–conjugated fluorescent secondary antibody incubations were further processed for each antibody (1:500, Jackson ImmunoResearch, 711-165-152, 711-545-152, 715-545-151, 715-165-150, 706-546-148). Finally, DAPI (50 μg/mL, Roche, 10 236 276 001) was counterstained. For LIN28A, Ki67, and DCX staining, after the labeling with secondary antibodies (Jackson ImmunoResearch, 111-036-003, 106-036-003), the sections were visualized with 0.1% DAB and examined under an upright microscope (BX51; Olympus). For fluorescence images, sections were mounted with ProLong Gold antifade mountant (Thermo Fisher Scientific, P10144) and assessed under a confocal microscope (LSM900; Carl Zeiss Microscopy).

### Microscopic analysis and quantification.

Quantitative analysis was performed by an observer blinded to the experimental group. In situ hybridization to *Lin28a* and IHC to GFAP or IBA1 was analyzed using the color threshold function of PyCharm software (a gift from Hyun-Jong Jang at the Catholic University of Korea). Briefly, after the DG pixel area was measured, the area of both red channel pixels greater than 80 pixels and green channel pixels greater than 90 pixels was determined as the yellow double-positive signal areas. Data are reported as the percentage of double-fluorescence signal areas in DG. For the percentage of LIN28A immunoreactivity in DG, NIH ImageJ software was utilized. The pixel intensity of the molecular layer in the tissue section was measured as the background intensity. Using the threshold function, the area of pixels greater than the background intensity was measured as the LIN28A staining area. Then, similar to the analysis of in situ hybridization, after DG pixel area was measured, the percentage of LIN28A immunoreactive areas in DG was presented. For LIN28A-expressing cellular phenotypic analysis, confocal images in the Z planes were scanned to quantify marker-positive cells, and the percentage of double-stained cells divided by the number of LIN28A-immunoreactive cells was presented. Finally, for the analysis of aberrant hippocampal neurogenesis, immunoreactive cells were quantified as previously described (54). The SGZ and hilar zone were defined as the area within and beyond the diameter of 1 granule cell from the margin of the GCL, respectively. All the immunoreactive cells were counted in every 12th coronal section throughout DG, and the numbers counted in each section were added before being multiplied by 24 to estimate the total number of cells in each animal.

### RNA-Seq.

At 3 days after pilocarpine-induced SE, hippocampi from LIN28A WT and LIN28A-cKO mice were isolated. After RNA extraction, libraries were generated using TruSeq stranded total RNA LT sample prep kits (Illumina). Using an Illumina platform, preprocessed raw reads were aligned to the *Mus musculus* genome (mm10) using HISAT v2.1.0. After alignment, the relative abundance of genes was measured in Read Count using StringTie v2.1.3b. We determined DEGs using estimates of gene abundance in each sample (GEO accession no. GSE246519). For the DEG set, hierarchical clustering and MDS analysis were performed using complete linkage and Euclidean distance as a measure of similarity. Gene enrichment and functional annotation analysis in addition to pathway analysis for significant gene lists were performed based on KEGG pathways and GSEA.

### Memory tests.

PS and fear conditioning tests were conducted 6–10 weeks after saline or pilocarpine injection. Two different PS tests were performed as described previously with minor modifications (26, 28). Briefly, animals underwent 3 rounds of habituation, 2 rounds of familiarization, and a test trial each day. All trials were performed in a white, square, open-field box (44 × 44 × 30 cm) under dim light (60 lux) between 7 a.m. and 9 a.m. On the first day of habituation, locomotor activity was assessed by calculating the distance moved in the open-field arena for 15 minutes using a video tracking system (SMART 3.0, Panlab). After 2 additional rounds of habituation trials, animals were allowed to explore 2 identical objects (rubber doll, rear view) on a wide grid floor pattern (F1). The next day, animals were exposed to the same objects from a different view (front) on a narrow grid floor pattern (F2). To help mice to distinguish this difference, a star-shaped picture was attached in the middle of the wall near the objects, at a height of 15 cm. Familiarization sessions ended when the mice explored both objects for a total of 30 seconds or reached 20 minutes for the session. On the PS testing day, mice were placed in the open-field arena, where 1 object with the rear view (novel object) and the other object with the front view (familiar object) were located on a narrow grid floor, and the mice were allowed free exploration for 10 minutes. Then, the discrimination ratio was calculated by subtracting the time spent exploring the familiar object from the time spent exploring the novel object and dividing this value by the total time spent exploring the 2 objects. For the additional PS paradigm, animals were asked to distinguish between 2 similar contexts: context A with foot shock and context B without shock. Basically, mice were placed in a chamber (18 × 17.5 × 32 cm) equipped with a speaker, a video camera, and grids through which electric foot shock (0.5 mA) was delivered (Coulbourn). Context A and similar context B shared many features, including 3 walls of the chamber and the roof. The similar context B differed from context A in 4 aspects. First, a white-coated paper covered the stainless-steel grid floor, along with a white-coated paper featuring diagonal pattern drawings to cover the back wall. Second, the fan and lights were off. Third, the chamber door was left slightly open. Finally, a mild mint scent was added as an olfactory cue. For discrimination learning, mice were exposed to the training context A on day 0, where a single foot shock lasting 2 seconds was delivered at the end of a 6-minute session. Twenty-four hours later, mice were reintroduced to context A with shock, followed by placement in the similar context B without shock after 3 hours of resting in their home cage. From day 2 to day 9, mice were exposed to both context A and B with random order, and freezing behavior for the initial 180 seconds was scored automatically by video-based motion detection software (bout length, 1 second; FreezeFrame, Med Associates Inc.), and the percentage of time freezing was calculated. Fear-based discrimination ratio was calculated by the following equation: (Freezing_Training context_ % – Freezing_Similar context_ %)/(Freezing_Training context_ % + Freezing_Similar context_ %). On day 10, mice were placed in a completely new context C with circular walls and a white-coated paper floor for 6 minutes to see if epileptic WT mice could recognize a noticeably different context, despite having failed to discriminate between 2 similar contexts. For the fear conditioning test, animals were placed in the same chamber (18 × 17.5 × 32 cm) with a speaker, a video camera, and grids for giving electric foot shock (Coulbourn). On the training day, mice were permitted 180 seconds to explore context A before receiving the stimulus. Then, animals received 3 presentations of auditory tones (1,000 Hz, 80 dB, 18 seconds), followed by electrical foot shocks (0.5 mA) for 2 seconds at the end of the tone, with a 1-minute interval between shocks. For CFC, mice were reintroduced to the same context A for 180 seconds 1 hour after training. Two hours later, mice were exposed to the new context B for 6 minutes and were exposed to the same auditory tones for the last 3 minutes. The evaluation of freezing behavior and percentage of time freezing was performed in the same manner as the fear-based PS test. These experiments were repeated at 1 day, 7 days, and 28 days after training to assess memory retrieval.

### Statistics.

All data except for fear-based experiments were expressed as bar graphs with individual data points. All data were presented as mean ± SEM. Experimental groups were assigned by simple randomization. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications (55, 56), and the exact sample size for each group is indicated in the figure legends. To reduce the experimental bias and enhance the reproducibility, behavioral tests were performed by individuals blinded to the genotypes. Data that passed our selection criteria were included for statistical analysis. SPSS statistics version 21 (IBM) or GraphPad Prism 10 software (GraphPad Software Inc.) was used for repeated-measures 1-way ANOVA and the remaining statistical comparisons, respectively. Each statistical analysis method is presented in the figure legends. Basically, a data set with a normal distribution was evaluated by 2-tailed Student’s *t* test or 1-way ANOVA, with a 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli post hoc test. If equal variances were not assumed, Welch’s 1-way ANOVA test was performed. In case a normal distribution was not assumed, Mann-Whitney *U* test or Kruskal-Wallis *H* test with 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli post hoc test were performed. For fear-based PS and contextual/cued conditioning, repeated-measures ANOVA was utilized. To assess the discrimination capability among context A, B, and C in fear-based PS test, a Student’s paired *t* test was performed. *P* < 0.05 was considered significant.

### Study approval.

Animal experiments were performed in compliance with the animal care guidelines issued by the NIH and by the IACUC at the Catholic University of Korea (approval no. CUMS-2017-0116-03).

### Data availability.

Values for all data shown in the graphs can be found in the Supporting Data Values file. RNA-Seq data are available in GEO database (accession no. GSE246519). Other materials and reagents are available upon request to the corresponding author.

## Author contributions

SYK, JH, and KOC conceptualized and designed the study. IYC and KOC performed the experiments and wrote the manuscript. JHC provided study material. KOC analyzed and interpreted the data.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
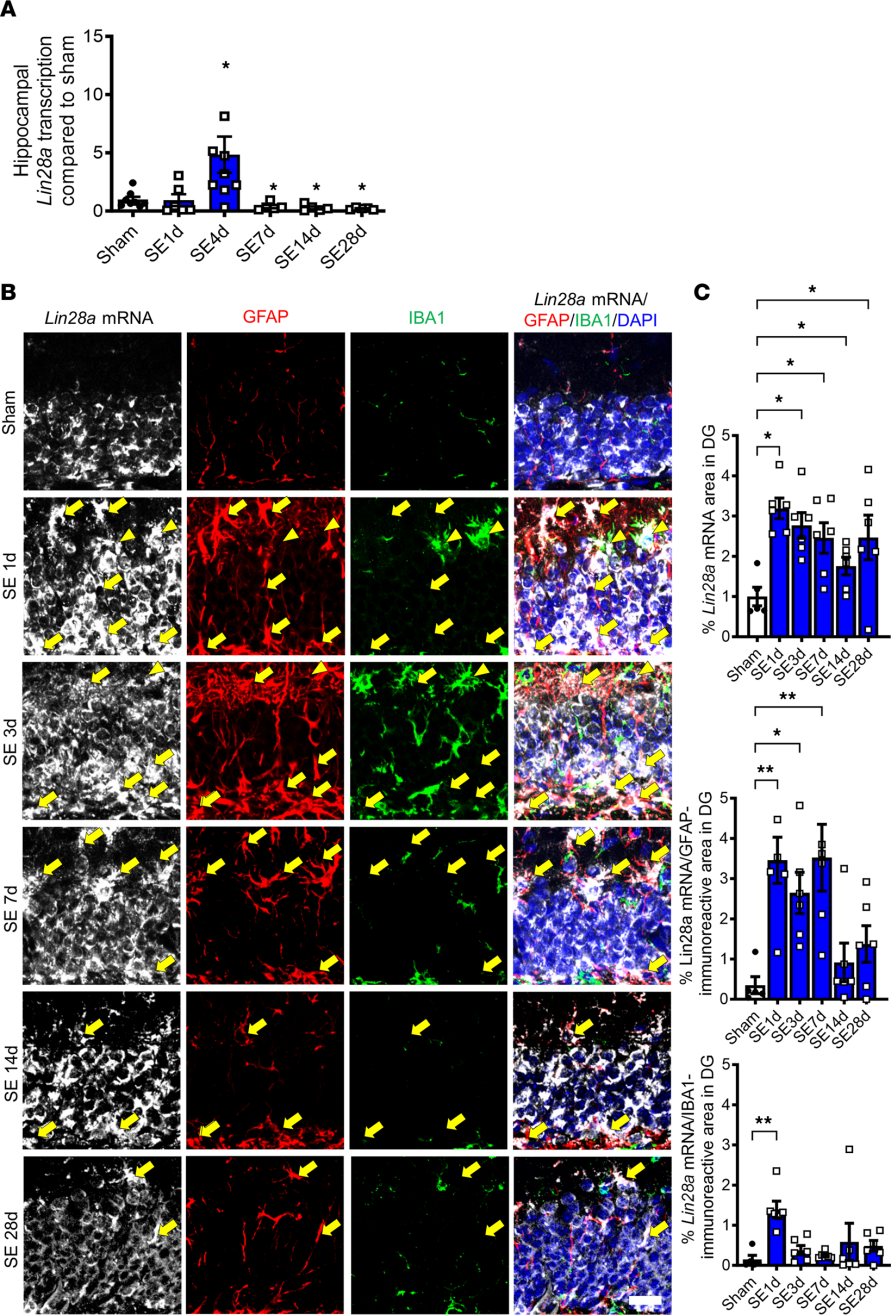
Spatiotemporal expression and cellular phenotypes of *Lin28a* transcripts in the hippocampus after pilocarpine-induced status epilepticus (SE). (**A**) A graph showing hippocampal *Lin28a* mRNA expression after SE. Mann-Whitney *U* test compared the experimental and sham groups. Sham vs. SE 1 day (d): *P =* 0.345, *U* = 16.000; sham vs. SE 4 d: *P* = 0.015, *U* = 11.000; sham vs. SE 7 d: *P* = 0.045, *U* = 6.000; sham vs. SE 14 d: *P* = 0.019, *U* = 4.000; sham vs. SE 28 d: *P* = 0.005, *U* < 0.001. Sham (*n* = 8), SE 1 d (*n* = 6), SE 4 d (*n* = 9), SE 7 d (*n* = 5), SE 14 d (*n* = 5), SE 28 d (*n* = 5). (**B**) Triple labeling of *Lin28a* mRNA and GFAP and IBA1 proteins after pilocarpine-induced SE. In situ hybridization with *Lin28a* antisense probe showed increased *Lin28a* transcripts at 1 d after SE, which was maintained for 28 d. Small cells showing *Lin28a* mRNA signals (white) were colocalized with GFAP (red) and IBA1 (green) immunoreactivity, indicating a mixture of astrocytes (yellow arrows) and microglia (yellow arrowheads). Scale bar: 200 μm. (**C**) Graphs showing temporal *Lin28a* mRNA, *Lin28a*/GFAP, and *Lin28a*/IBA1 in DG. Top graph: Welch’s ANOVA, *P* = 0.001, W(5.000, 13.410) = 8.184. Middle graph: Kruskal-Wallis *H* test, *P =* 0.002, *H* = 18.630. Bottom graph: Kruskal-Wallis *H* test, *P =* 0.007, *H* = 15.710. All tests were followed by 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli post hoc test. Sham (*n* = 5), SE 1 d (*n* = 6), SE 3 d (*n* = 6), SE 7 d (*n* = 6), SE 14 d (*n* = 6), SE 28 d (*n* = 6). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01.

**Figure 2:**
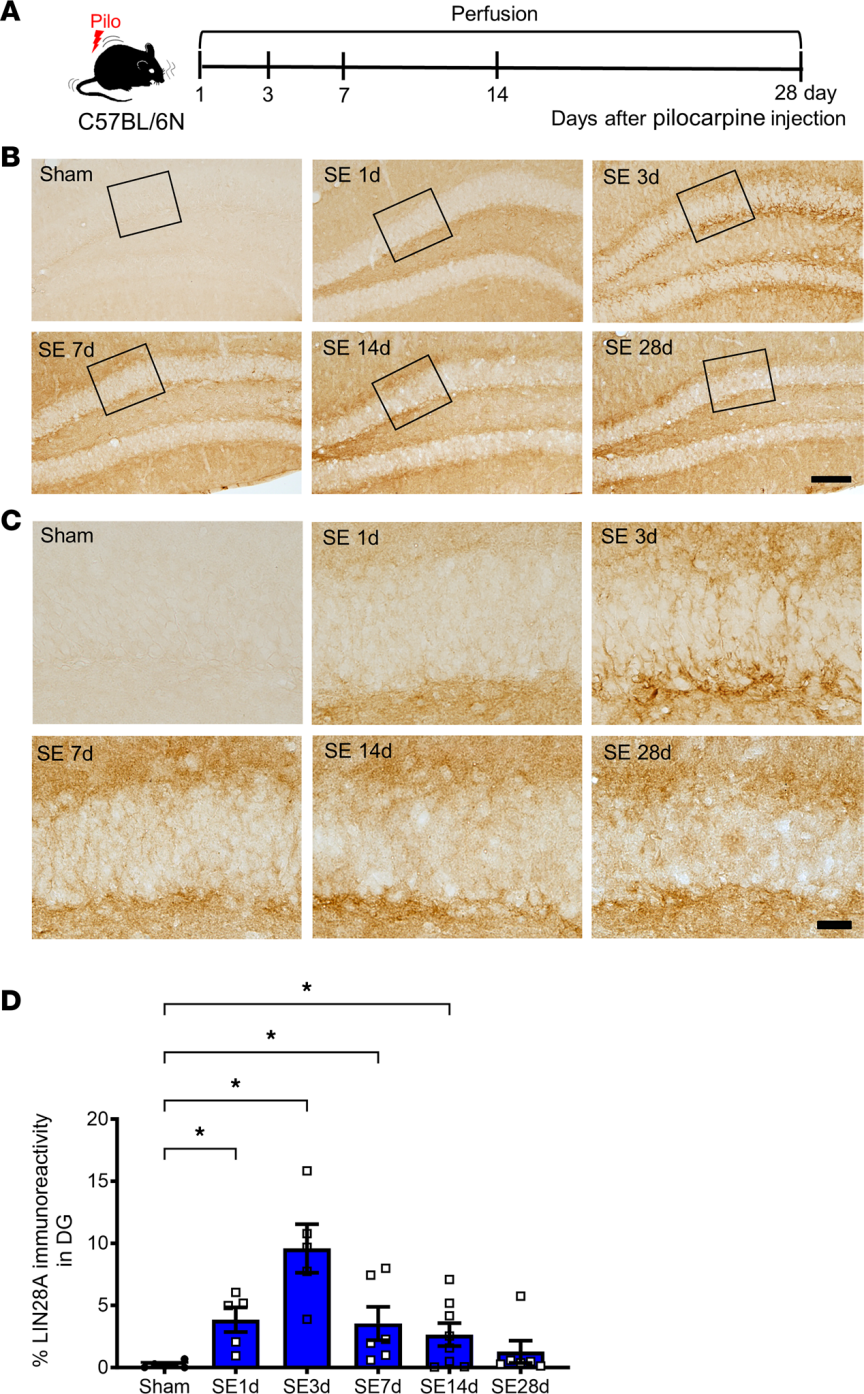
Spatiotemporal expression of LIN28A protein in the hippocampus after pilocarpine-induced status epilepticus (SE). (**A**) Experimental timeline. (**B**) LIN28A immunoreactivity in the dentate gyrus (DG) was examined. One day after acute seizures, the LIN28A signal started to be induced in the subgranular zone (SGZ) compared with that in the sham control. From 3 d to 14 d after SE, LIN28A expression was increased in the SGZ of the dentate gyrus and then decreased gradually 14 d after acute seizures. Scale bar: 50 μm. (**C**) Highly magnified images from **B** of LIN28A immunoreactivity in the dentate gyrus. After acute seizures, LIN28A expression was found mainly in the SGZ in addition to the granule cell layer and inner molecular layer of the dentate gyrus. Scale bar: 20 μm. (**D**) A graph showing the percentage of LIN28A immunoreactivity in DG after acute seizure. Kruskal-Wallis *H* test with 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli post hoc test was performed. *P =* 0.001, *H* = 19.760. Sham (*n* = 6), SE 1 d (*n* = 5), SE 3 d (*n* = 5), SE 7 d (*n* = 6), SE 14 d (*n* = 8), SE 28 d (*n* = 6). Data are presented as mean ± SEM. *P < 0.05.

**Figure 3:**
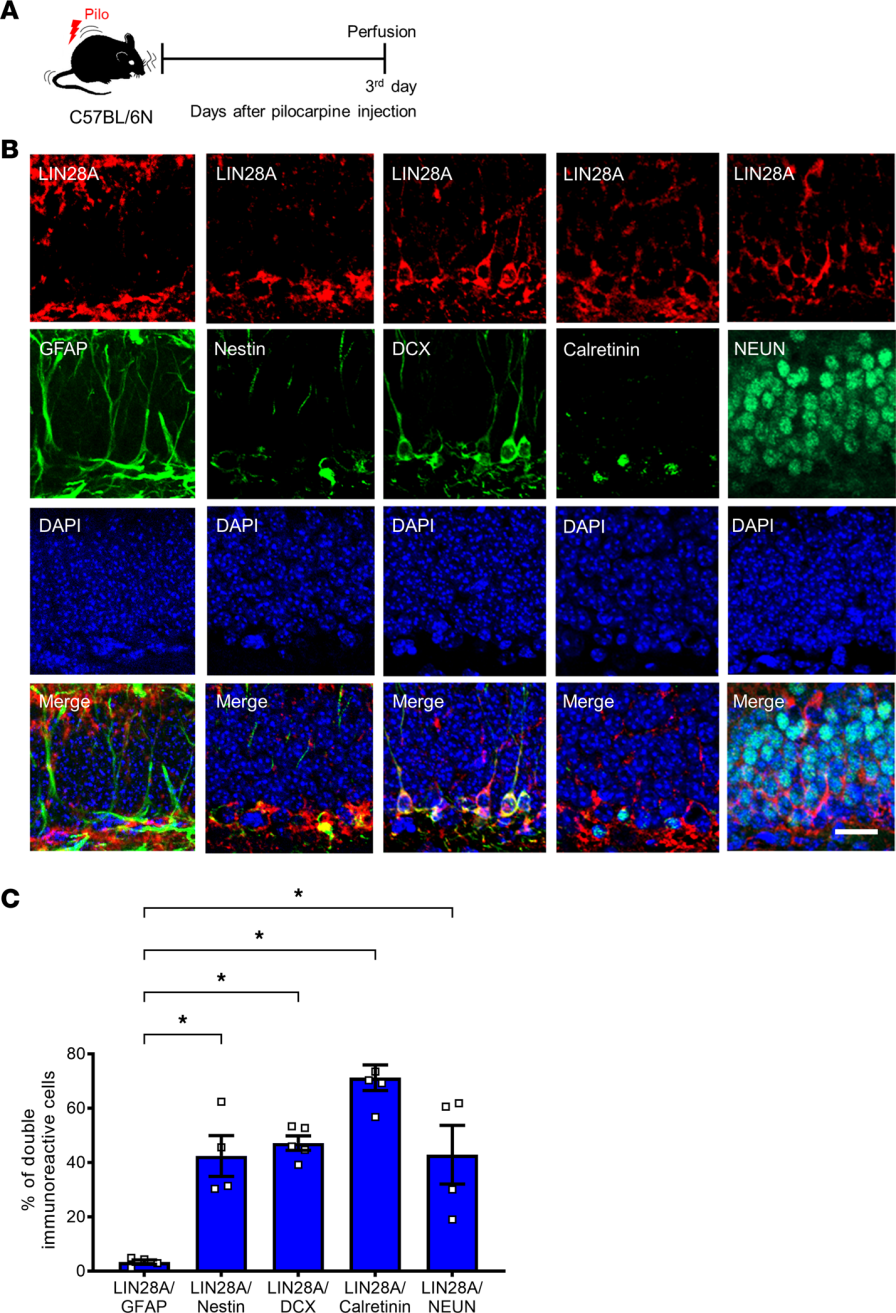
Cellular phenotypes of LIN28A expression in the subgranular zone (SGZ) of the dentate gyrus after pilocarpine-induced status epilepticus (SE). (**A**) Experimental timeline. (**B**) Double immunofluorescence of LIN28A and stage-specific markers of hippocampal neurogenesis at 3 d after SE showed that LIN28A immunoreactivity colocalized with Nestin, DCX, calretinin, and NEUN, indicating type 2 progenitors, neuroblasts, immature, and mature granule neurons. However, LIN28A expression in the SGZ did not colocalize with GFAP, suggesting that type 1 neural stem cells did not express LIN28A. Scale bar: 20 μm. (**C**) A graph showing the phenotypic analysis of LIN28A-expressing cells after acute seizure. Welch’s ANOVA was performed, followed by 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli post hoc test. *P* = 0.001, W(4.000, 7.210) = 89.650. GFAP^+^/LIN28^+^ (*n* = 4), Nestin^+^/LIN28^+^ (*n* = 4), DCX^+^/LIN28^+^ (*n* = 5), calretinin^+^/LIN28^+^ (*n* = 5), NEUN^+^/LIN28^+^ (*n* = 4). Data are presented as mean ± SEM. *P < 0.05.

**Figure 4:**
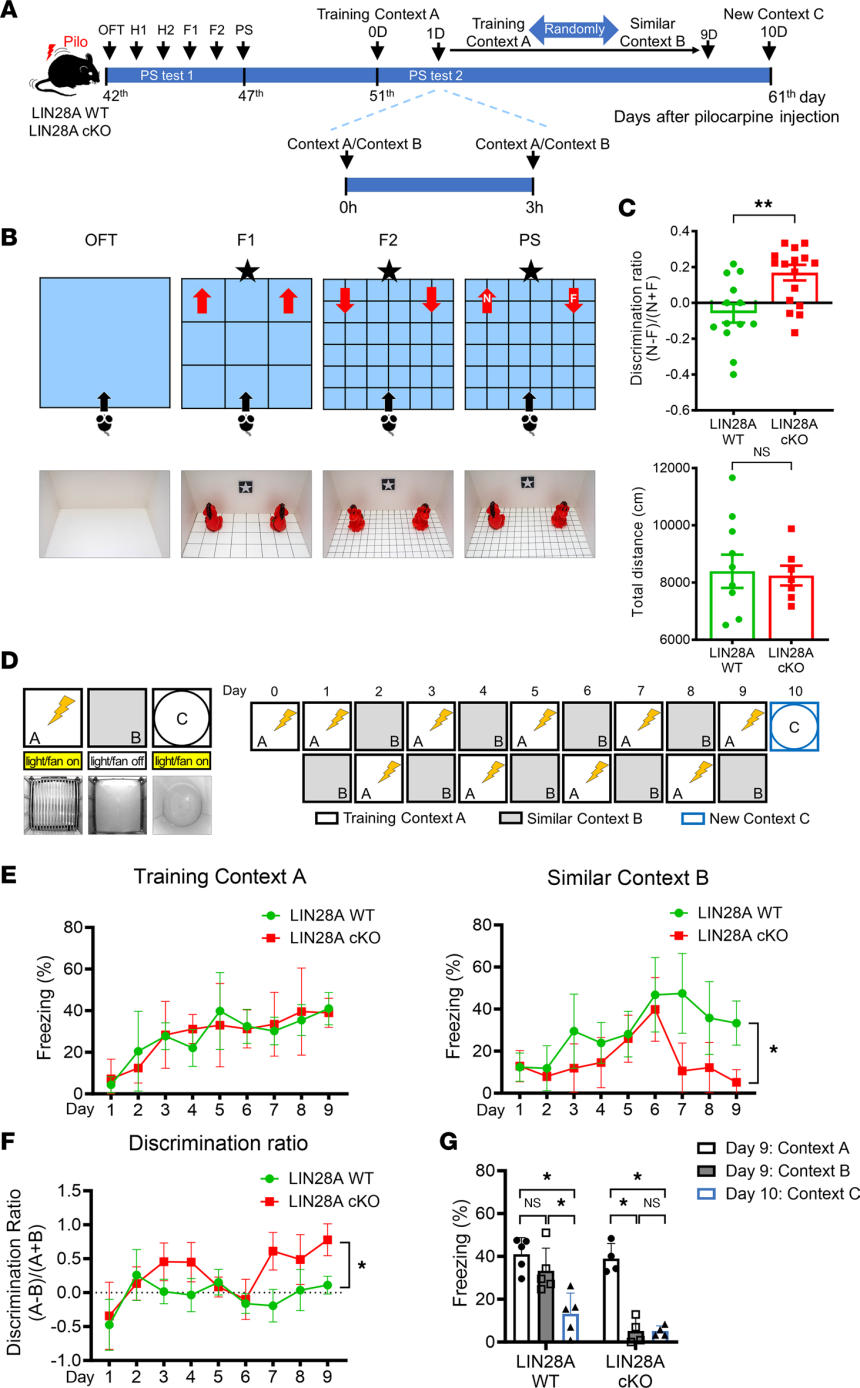
Amelioration of pattern separation (PS) memory impairment in epileptic LIN28A-cKO mice. (**A**) Experimental timeline. (**B**) A schematic of OFT and PS test 1. (**C**) Graphs showing discrimination ratio and distance moved. LIN28A-cKO mice significantly improved their novel object recognition. Student’s *t* test was performed. Discrimination ratio: *P* = 0.002, *t*(28) = 3.364. WT (*n* = 13), cKO (*n* = 17); distance moved: *P* = 0.848, *t*(15) = 0.195. WT (*n* = 10), cKO (*n* = 7). (**D**) A schematic of fear-based PS test paradigm. Animals were asked to discriminate between similar contexts with or without electric foot shocks. (**E**) Graphs showing the percentage of freezing behavior in training context A and similar context B. Repeated-measures ANOVA was performed. Context A: *P* = 0.969, F(1,7) = 0.002. Context B: *P* = 0.046, F(1,7) = 5.894. WT (*n* = 5), cKO (*n* = 4). (**F**) A graph showing discrimination ratio. LIN28A-cKO mice showed a significant improvement compared with WT mice. Repeated-measures ANOVA was performed. *P* = 0.007, F(1,7) = 14.103. WT (*n* = 5), cKO (*n* = 4). (**G**) A graph showing the freezing percentage when LIN28A WT and LIN28A-cKO mice were exposed to training context A, similar context B, and completely new context C. Student’s paired *t* test was performed. LIN28A WT: context A vs. B, *P*= 0.114, *t*(4) = 1.811; context B vs. C, *P* = 0.013, *t*(4) = 4.244; context A vs. C, *P* = 0.003, *t*(4) = 6.340. LIN28A cKO: context A vs. B, *P*= 0.007, *t*(3) = 6.581; context B vs. C, *P* = 0.992, *t*(3) = 0.010; context A vs. C, *P* = 0.005, *t*(3) = 7.443. WT (*n* = 5), cKO (*n* = 4). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01.

**Figure 5:**
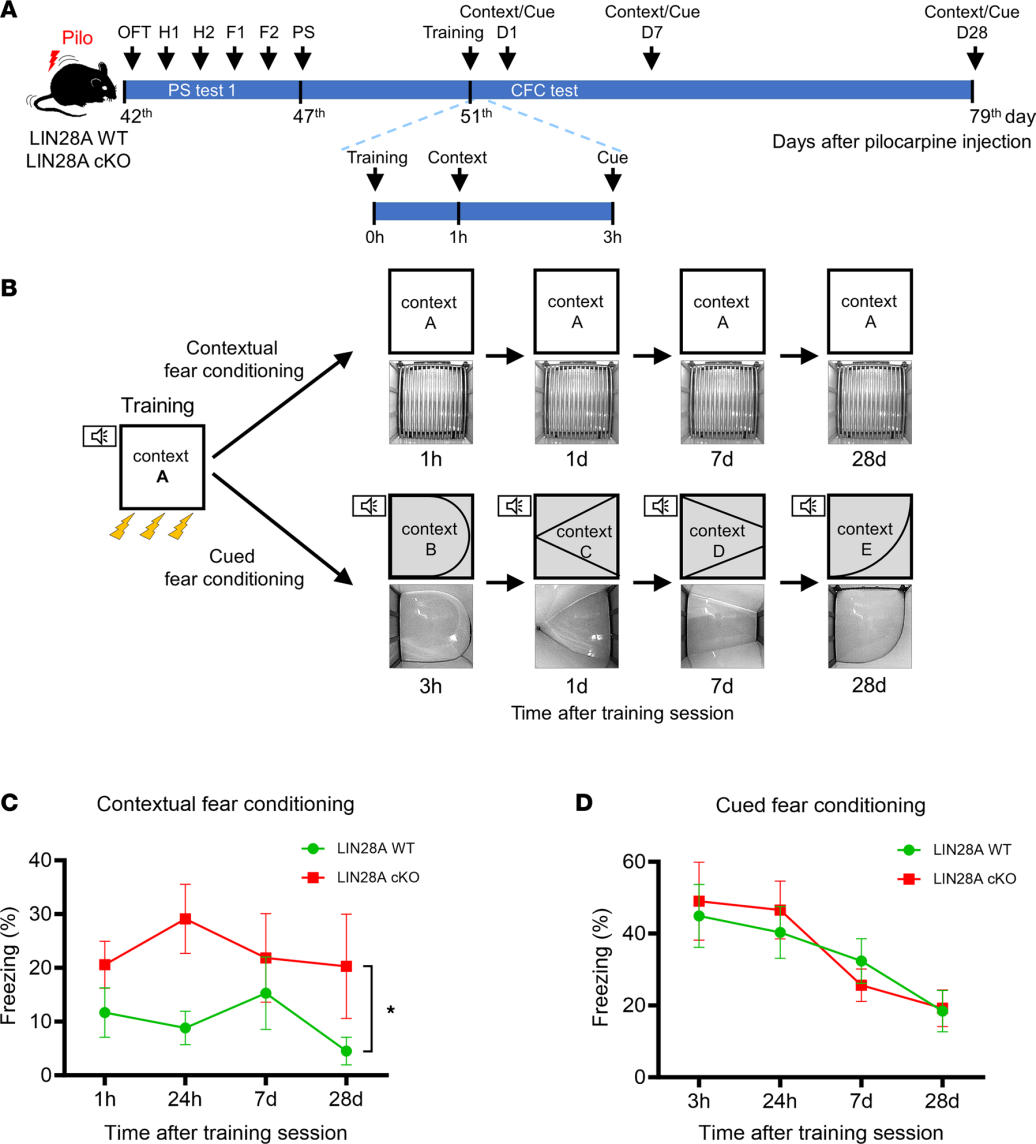
Amelioration of hippocampus-dependent memory impairment in epileptic LIN28A-cKO mice. (**A**) Experimental timeline. (**B**) A schematic illustration of the fear-conditioning paradigm. (**C**) A graph showing the percentage of freezing behavior in contextual fear conditioning test. Epileptic LIN28A-cKO mice showed a higher freezing percentage in response to contextual fear conditioning, indicating attenuation of spatial memory deficits. Repeated-measures ANOVA was performed. *P* = 0.025, F(1,14) = 6.289. WT (*n* = 10), cKO (*n* = 6). (**D**) A graph showing the percentage of freezing behavior in cued fear conditioning test. Epileptic LIN28A WT and LIN28A-cKO mice demonstrated no difference in cued fear conditioning. Repeated-measures ANOVA was performed. *P*= 0.905, F(1,14) = 0.015. WT (*n* = 10), cKO (*n* = 6). Data are presented as mean ± SEM. *P < 0.05.

**Figure 6:**
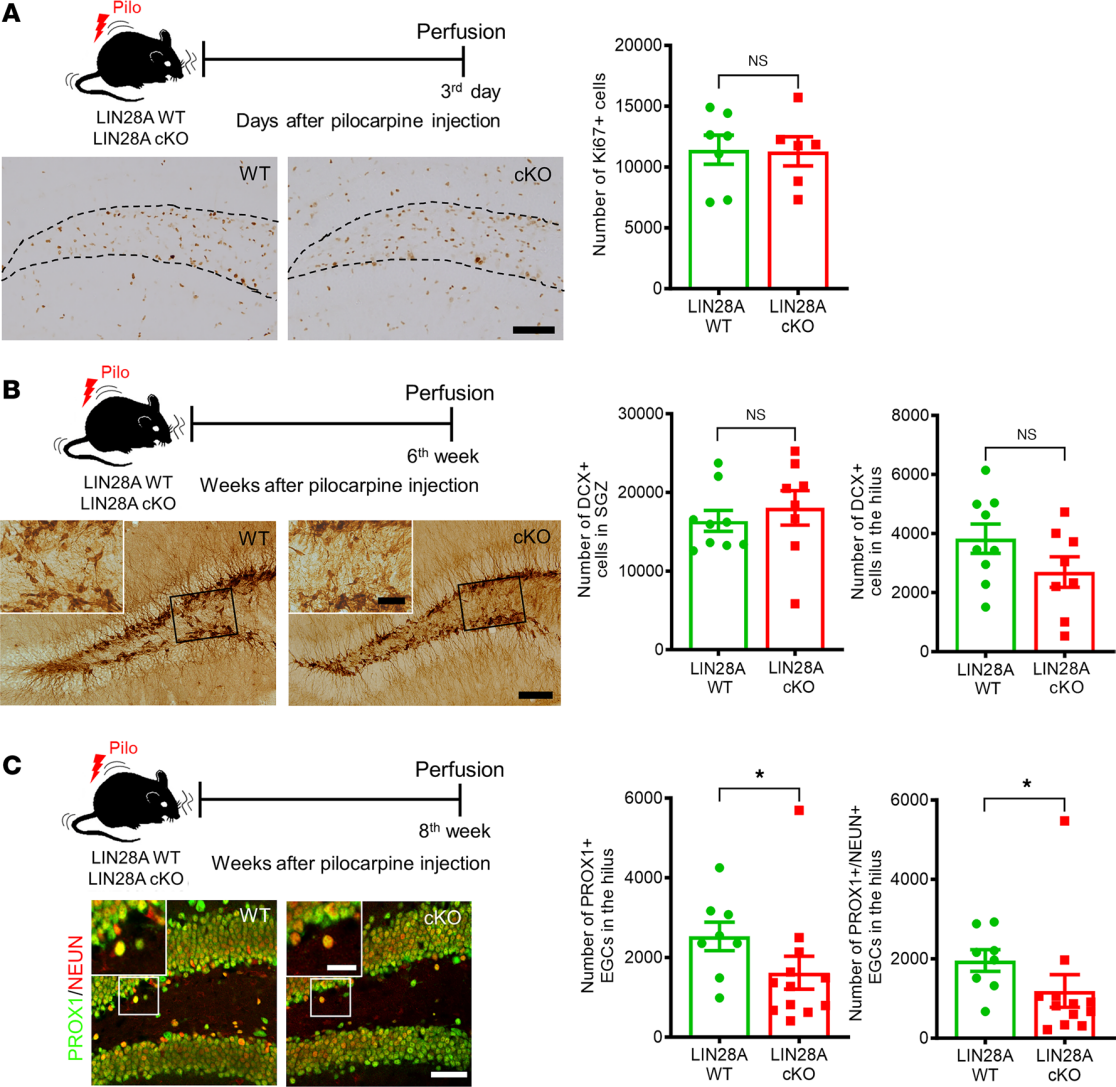
Effects of LIN28A conditional deletion on seizure-induced aberrant hippocampal neurogenesis. (**A**) Three days after pilocarpine-induced status epilepticus (SE), Ki67-expressing cells in the subgranular zone (SGZ) were compared between LIN28A WT and LIN28A-cKO mice. Microscopic images showing Ki67-expressing cells in the SGZ and hilus. The number of Ki67-immunoreactive cells in the SGZ of LIN28A WT and LIN28A-cKO groups was similar. Scale bar: 50 μm. Student’s *t* test, *P* = 0.936, *t*(11) = 0.082. WT (*n* = 7), cKO (*n* = 6). (**B**) Six weeks after acute seizures, DCX expression in the SGZ and the hilus was assessed. The number of DCX^+^ cells in the SGZ and the hilus did not differ significantly between LIN28A WT and LIN28A-cKO mice. Scale bars: 50 μm and 20 μm (low-magnified image and inset, respectively). Student’s *t* test was used. *P* = 0.516, *t*(15) = 0.666 for the left graph, and *P* = 0.136, *t*(15) = 1.577 for the right graph. WT (*n* = 9), cKO (*n* = 8). (**C**) Eight weeks after acute seizures, double immunofluorescence staining for PROX1 and NEUN was used to study hilar ectopic granule cells (EGCs) and their cellular phenotypes in LIN28A WT and LIN28A-cKO mice. LIN28A-cKO mice showed a significant reduction in the number of hilar EGCs compared with WT mice, in addition to the number of PROX1/NEUN-expressing EGCs, suggesting that LIN28A deletion caused a reduction in mature EGCs after acute seizures. Scale bars: 50 μm and 20 μm (low-magnified image and inset, respectively). Mann-Whitney *U* test was used. *P* = 0.003, *U* = 19.500 for the left graph, and *P* = 0.015, *U* = 17.000 for the right graph. WT (*n* = 8), cKO (*n* = 12). Data are presented as mean ± SEM. *P < 0.05.

**Figure 7:**
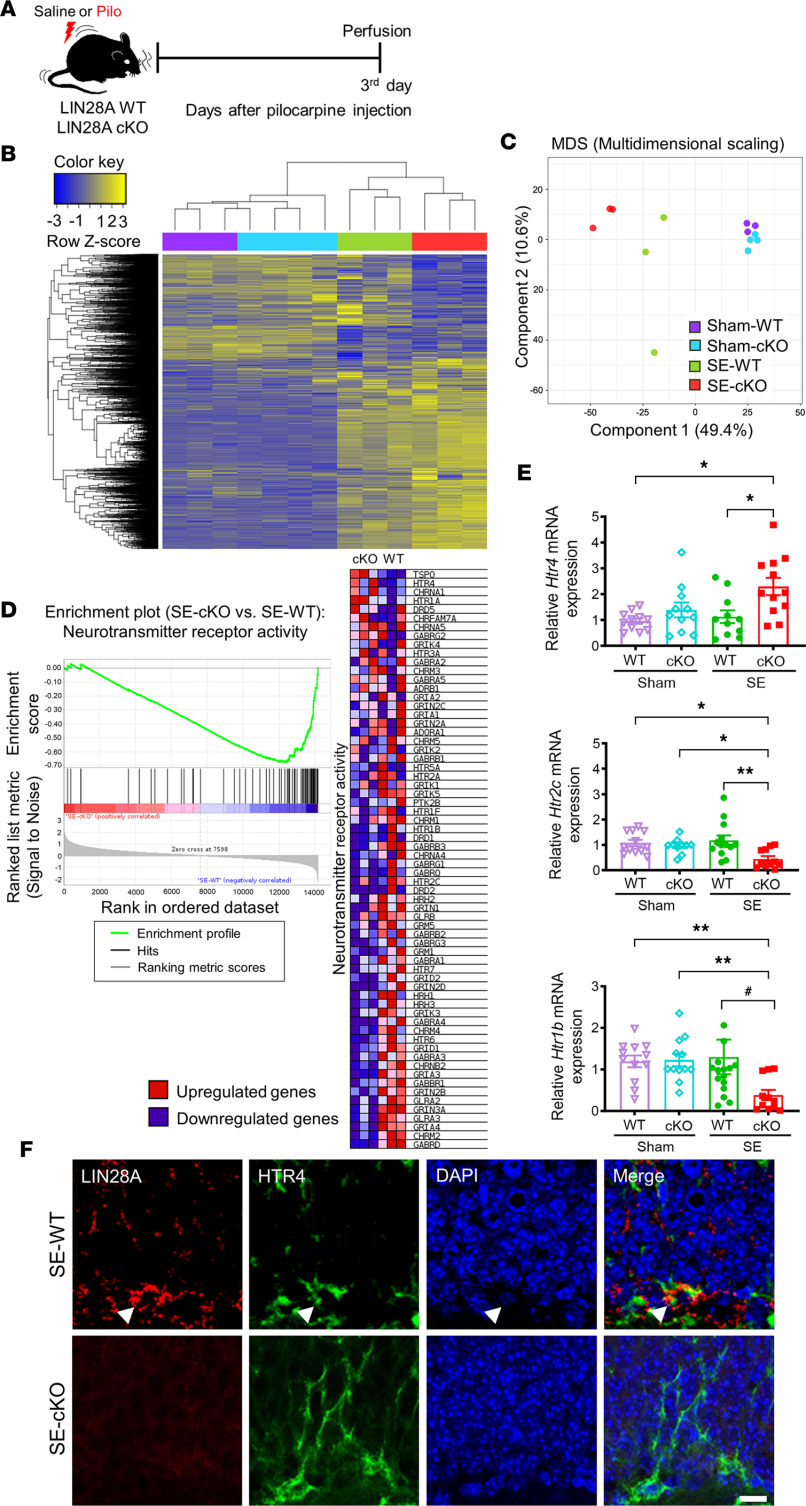
Transcriptomics analysis of hippocampi from LIN28A cKO WT and -cKO mice at 3 d after pilocarpine-induced status epilepticus (SE). (**A**) Experimental timeline. (**B**) Hierarchical clustering between LIN28A WT and LIN28A-cKO mice. (**C**) Multidimensional scaling plot demonstrating 3 distinct groups among sham-WT, sham-cKO, SE-WT, and SE-cKO. (**D**) GSEA enrichment plot and heatmap of differentially expressed genes (DEGs) with neurotransmitter receptor activity in pilocarpine-treated LIN28A WT and LIN28A-cKO mice. (**E**) Graphs showing the relative mRNA expression of several DEGs in the hippocampus. Note that *Htr4* expression was significantly increased, whereas *Htr2c* and *Htr1b* transcription was downregulated in pilocarpine-treated LIN28A-cKO compared with WT mice. *Htr4*: Welch’s ANOVA test without outlier, followed by 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli post hoc test. *P* = 0.010, W(3.000, 20.500) = 4.835. Sham-WT (*n* = 12), sham-cKO (*n* = 11), SE-WT (*n* = 11), SE-cKO (*n* = 12). *Htr2c*: Kruskal-Wallis *H* test without outlier, followed by 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli post hoc test. *P* = 0.005, *H* = 12.480. Sham-WT (*n* = 12), sham-cKO (*n* = 11), SE-WT (*n* = 13), SE-cKO (*n* = 12). *Htr1b*: Kruskal-Wallis *H* test without outlier, followed by 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli post hoc test. *P* = 0.001, *H* = 16.060. For pilocarpine-treated animals, additional Mann-Whitney *U* test was performed. *P* = 0.014, *U* = 47.500. Sham-WT (*n* = 12), sham-cKO (*n* = 13), SE-WT (*n* = 17), SE-cKO (*n* = 12). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01,^#^*P* < 0.05 vs. SE-WT. (**F**) Representative microscopic images showing HTR4- and LIN28A-immunoreactive cells in the subgranular zone (SGZ) of pilocarpine-treated LIN28A WT and LIN28A-cKO mice. White arrowheads indicate a double-immunoreactive cell in SGZ. Experiment was independently replicated 3 times. Scale bar: 20 μm.

# Supplementary material for: Seizure-induced LIN28A disrupts pattern separation via aberrant hippocampal neurogenesis
**Source:** JCI Insight. 2024 Jan 9;9(1):e175627. doi: 10.1172/jci.insight.175627
**Supplement:** Supplemental data

# Supplemental information

## Seizure-induced LIN28A disrupts pattern separation via aberrant hippocampal neurogenesis

In-Young Choi,<sup>1</sup> Jung-Ho Cha,<sup>2</sup> Seong Yun Kim,<sup>1,3,4</sup> Jenny Hsieh,<sup>5,6</sup> and Kyung-Ok Cho<sup>\*,1,3,4,7,8</sup>

The Catholic University of Korea

Supplemental figure 1

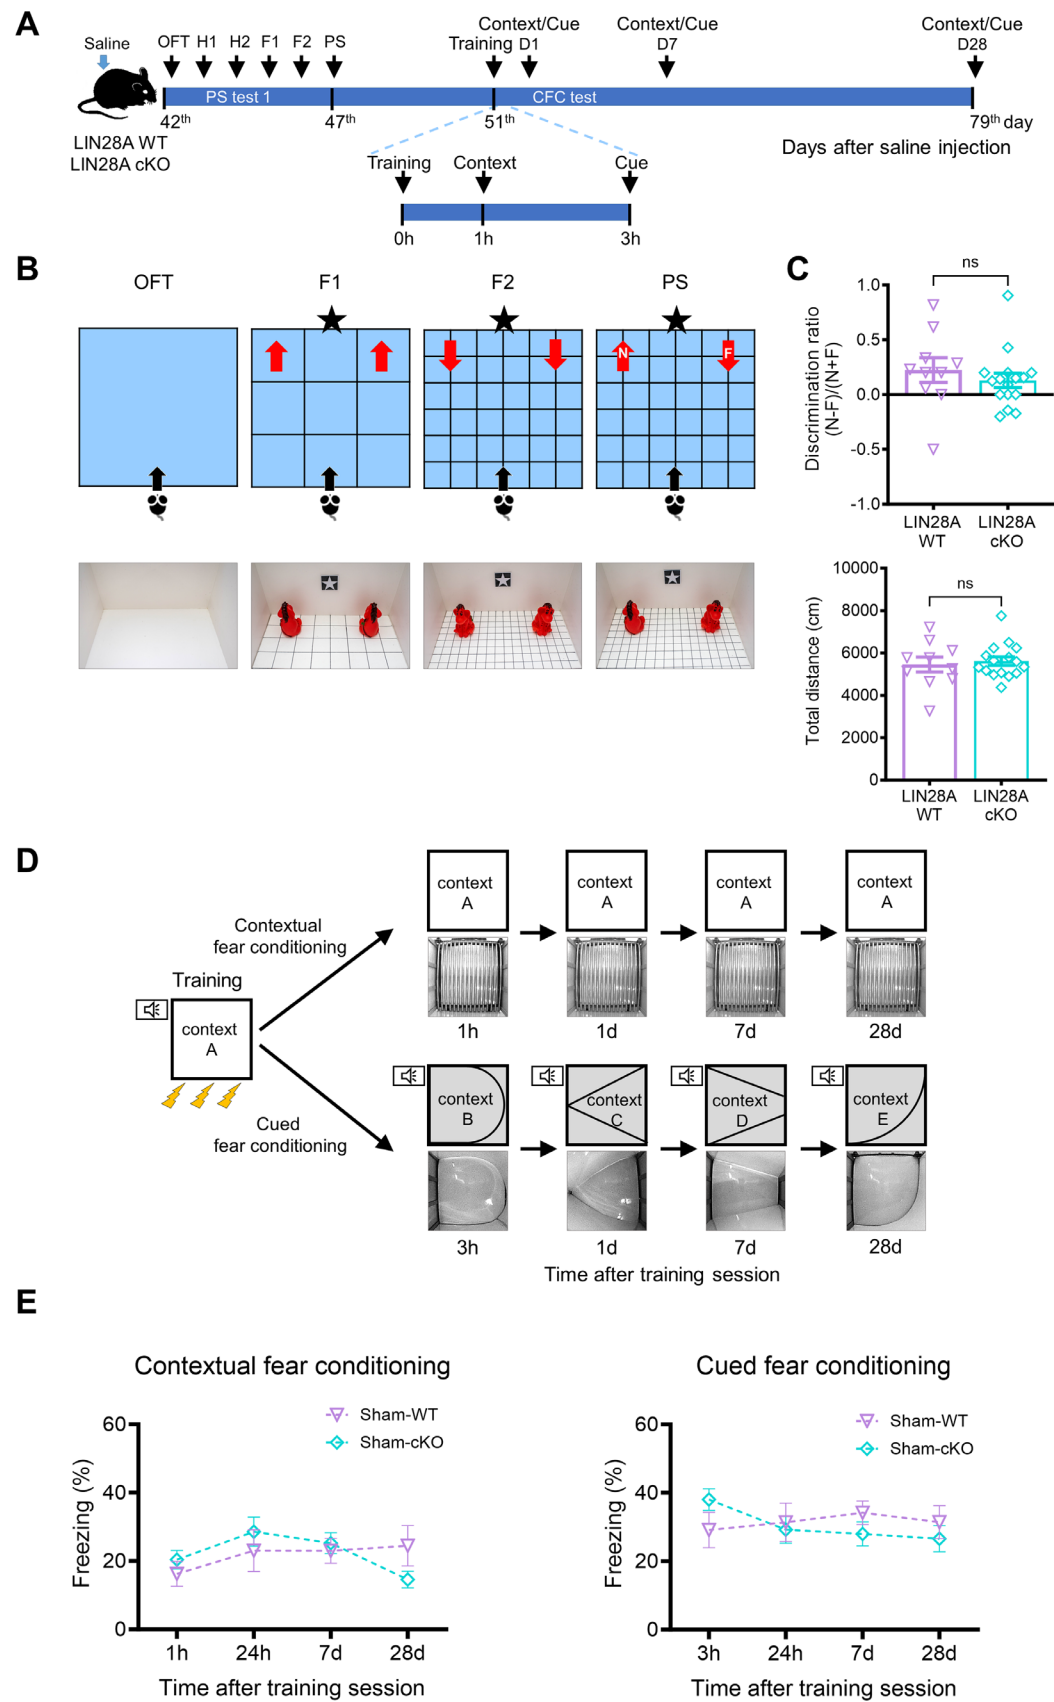

**Supplemental Figure 1. No difference in newborn neuron- and hippocampus-associated memory function between sham-manipulated LIN28A WT and cKO mice.** (A) Experimental timeline. Animals with chronic epilepsy were subjected to an open-field test (OFT), pattern separation (PS) test 1, and fear conditioning test. (B) A schematic presentation of OFT and PS test 1. (C) Graphs showing the discrimination ratio and the distance moved. The LIN28A WT and cKO mice showed no difference in their ability to recognize a novel object from analogous experiences. Discrimination ratio: Mann-Whitney U test was performed.  $P = 0.151$ ,  $U = 52.500$ . WT ( $n = 10$ ), cKO ( $n = 16$ ); distance moved: Student's  $t$ -test was performed.  $P = 0.680$ ,  $t(24) = 0.417$ . WT ( $n = 10$ ), cKO ( $n = 16$ ). (D) A schematic illustration of the fear conditioning paradigm. (E) Graphs showing the percentage of freezing behavior in contextual and cued fear conditioning tests. The LIN28A WT and cKO mice showed a similar freezing percentage in response to contextual and cued fear conditioning, indicating intact hippocampal memory function. Repeated measures ANOVA was performed. Contextual fear conditioning:  $P = 0.199$ ,  $F(1,19) = 0.011$ . WT ( $n = 9$ ), cKO ( $n = 12$ ); cued fear conditioning:  $P = 0.829$ ,  $F(1,19) = 0.048$ . WT ( $n = 9$ ), cKO ( $n = 12$ ). Data are presented as mean  $\pm$  SEM. ns, not significant.

Supplemental figure 2

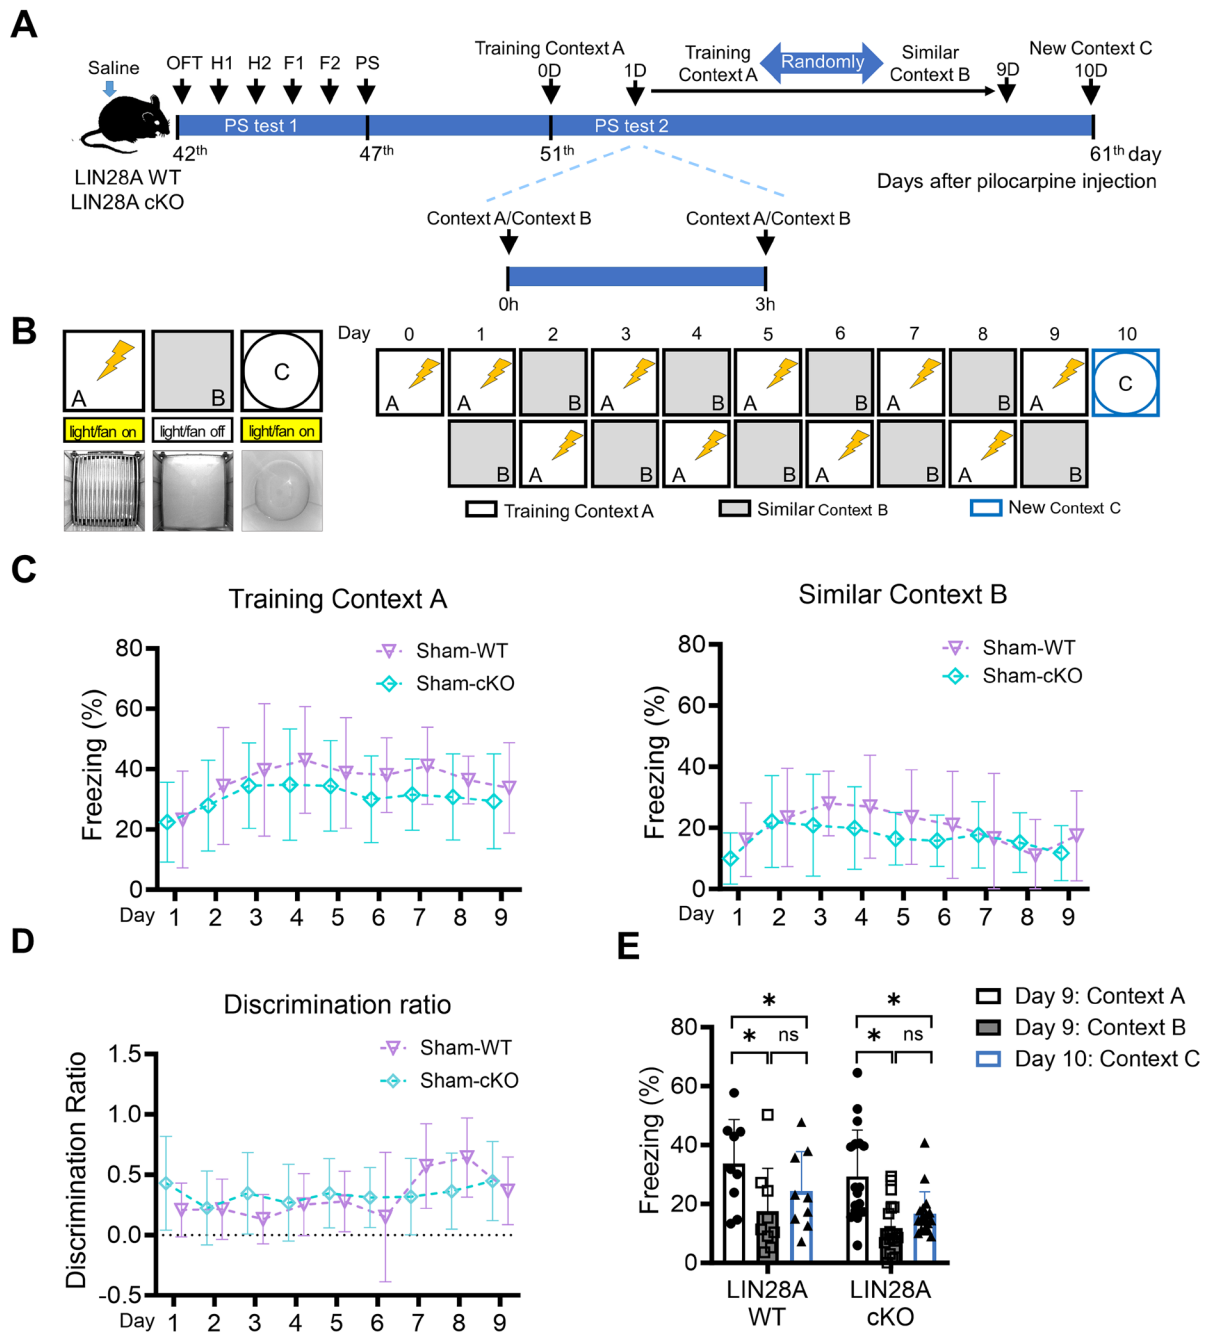

**Supplemental Figure 2. No difference in fear-based pattern separation between sham-manipulated LIN28A WT and cKO mice. (A)** Experimental timeline. Saline-injected sham animals were subjected to an open-field test (OFT), pattern separation (PS) test 1, and PS test 2. **(B)** A schematic presentation of PS test 2. **(C)** Graphs showing the percentage of freezing behavior in training context A and similar context B. Note that LIN28A WT and cKO mice showed comparable freezing behavior in both context A and B. Repeated measures ANOVA was performed. Context A:  $P = 0.247$ ,  $F(1,25) =$

1.407. Context B:  $P = 0.338$ ,  $F(1,25) = 0.954$ . WT ( $n = 9$ ), cKO ( $n = 18$ ). **(D)** A graph showing discrimination ratio with no change between LIN28A WT and cKO mice. Repeated measures ANOVA was performed.  $P = 0.661$ ,  $F(1,25) = 0.197$ . WT ( $n = 9$ ), cKO ( $n = 18$ ). **(E)** A graph showing the freezing percentage when sham-manipulated LIN28A WT and cKO mice were exposed to training context A, similar context B, and completely new context C. Note that both LIN28A WT and cKO mice could recognize context B and C as different contexts compared to original context A. Student's paired t-test was performed. LIN28A WT: context A vs. B,  $P = 0.011$ ,  $t(8) = 3.288$ ; context B vs. C,  $P = 0.092$ ,  $t(8) = 1.910$ ; context A vs. C,  $P = 0.034$ ,  $t(8) = 32.543$ . LIN28A cKO: context A vs. B,  $P < 0.001$ ,  $t(17) = 4.619$ ; context B vs. C,  $P = 0.090$ ,  $t(17) = 1.795$ ; context A vs. C,  $P = 0.002$ ,  $t(17) = 3.686$ . WT ( $n = 9$ ), cKO ( $n = 18$ ). Data are presented as mean  $\pm$  SEM.  $*P < 0.05$ . ns, not significant.

How the deposited data were processed for this re-analysis (not part of the article)

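Hippocampal RNA was sequenced from 13 mice, 3 sham-WT, 4 sham-cKO, 3 SE-WT and 3 SE-cKO, 3 days after saline or pilocarpine (260 mg/kg in males and 280 mg/kg in females). Sample titles and labels give each library's condition and replicate number, and not its sex. The authors made TruSeq stranded total-RNA libraries, converted and trimmed reads with bcl2fastq 2.20.0 and Trimmomatic, aligned them to mm10 with HISAT2 2.1.0 and estimated abundance per gene with StringTie 2.1.3b. The strand setting and the filters on reads are not stated. The deposited table gives read counts, FPKM and TPM for 45777 NCBI genes in each library. The read counts are whole numbers with a different total per library, from 59659977 to 84354243, and were used as counts. The FPKM and TPM values were not used, since the tests need counts. Positions on GRCm38 were taken by gene ID from the reference annotation, where 45679 IDs (99.8%) matched.

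Counts were filtered with edgeR's filterByExpr (minimum count 10, minimum total 15), normalized by TMM and tested with the robust quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Each comparison used the libraries of its 2 groups only, since the paper's Figure 7C places libraries after SE farther apart than sham libraries. The interaction of genotype and SE, the SE effect in cKO minus that in WT, used all 13 libraries. Adjusted p values follow Benjamini and Hochberg over the genes tested, with a threshold of 0.05. The paper's text names no test or threshold for its differentially expressed genes. Levels are CPM, and log2 CPM used a prior count of 2. Sets of genes were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, over 36 lists of at least 3 tested genes. Enrichment scores used a weighted running sum over genes ranked by signal to noise, with all 20 assignments of the 6 libraries as the reference. MDS and complete-linkage clustering used Euclidean distances over the union of genes called in the 4 comparisons of 2 groups, as the paper used its called genes, and distances were tested over all tested genes with exact permutations. The methods were tested on simulated data, which gave 7 false calls beside 100 planted genes of each size for SE-cKO against SE-WT.

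The lists, the tests, the alternatives and the rule for naming genes were set before the data were examined. The rule names the genes the paper names, the 10 largest rises and 10 largest falls per comparison among called genes with at least 1 CPM in the higher group and no overlap between groups (without predicted genes, clone names, microRNAs and small nucleolar RNAs), and up to 4 members of each list with the smallest p. The members of the receptor list were written after reading the names in Figure 7D. The libraries high in striatal or thalamic genes were examined after these values were seen, with lists that were fixed. The alternatives were DESeq2 1.42.0, RLE size factors, no low-count filter, all 4 groups in 1 fit, a replicate block, Xist level as a covariate, title style as a term or its libraries left out, limma voom with quality weights, and each library left out in turn. For counts of genes, an unadjusted p under 0.05 with at least a 2-fold change was also used. For distances, MDS and clustering, the alternatives were other sets of genes, the 500 most variable genes and a prior count of 0.5. For the enrichment score they were another ranking and log2 CPM. Alternatives chosen after seeing the data left out the 1 library high in striatal genes or the 3 libraries high in striatal or thalamic genes, took the levels of those genes as covariates, or left out mitochondrial rRNA and small RNA genes. No library was left out of the main results, and no mapping of a library to its condition was in doubt. The counts of called genes and the receptor tests were repeated over other splits of the libraries into groups of the same sizes. The precision of single-gene values rests on 3 or 4 mice per group, and counting error is small beside the spread between mice, whose counts differed by 47.5 to 426 times the sampling variance.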

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

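The tests of striatal tissue in SE-WT replicate 2, for Htr1b, for Htr2c and for the library itself, were chosen only after the result was seen.

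The response to SE differed between the genotypes in the main fit of the interaction test, which set these results apart. The median interaction (log2) was -0.80 for neurotransmitter receptors, -0.55 for ionotropic glutamate receptors, -0.96 for GABA and glycine receptors, -0.91 for dopamine, adrenergic and histamine receptors and -0.77 for voltage-gated ion channels. It was 0.90 for reactive astrocyte genes and 0.62 for activated microglia genes. With an estimated correlation these 7 lists kept an adjusted p of 0.00349, 0.00349, 0.0139, 0.0134, 0.00813, 0.00678 and 0.0480, in that order. These values come from the main fit only. With an estimated correlation the lists were not tested without the libraries high in striatal or thalamic genes. Nor were they with those genes or Xist level as covariates. At the preset correlation, their adjusted p was at most 0.00229 with any 1 library left out. The interaction passed the threshold for 36 genes, against 10 in the highest of the other splits, and 1 of 100 splits, the real one, gave as many, so chance can be excluded for this count, which was 0 with a replicate block, with Xist level as a covariate, without the 3 libraries high in striatal or thalamic genes or with those genes as covariates, and 5 without the library high in striatal genes. For the receptor list in the interaction the unadjusted camera p was 5.54e-13, against 5.07e-12 in the next of 100 splits, and 1, the real one, reached it, but the theme of the list was chosen on these libraries, which favors the real split, so this does not decide on chance.

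Between SE-cKO and SE-WT, lower receptor genes (median -0.58) lay beside lower general neuronal genes (median -0.48), with a standard error of 0.293 between the libraries and -0.70 to -0.21 over libraries left out. Less neuronal RNA in the SE-cKO libraries cannot be told apart from other causes, since this median lies less than 2 standard errors from 0, the SD of 1.04 among single receptor genes that was set in advance is too wide to decide, and granule cell genes, higher by 0.80, were higher by 0.33 without SE-WT replicate 2 and lost their call with an estimated correlation (adjusted p = 0.324). A larger SE response in cKO cannot be told apart from other causes. Across genes, r between the genotype effect and the SE effect in WT was -0.00605, below the 0.2 set for it in advance. Shared SE-WT libraries give -0.514 in simulations with no effects. Those simulations also lack the SE effect, whose spread over genes brings r toward 0, so they cannot place the observed r. For title style, the test in SE-cKO against SE-WT cannot judge, since the count of called genes was 0 with and without a term for it. Both SE groups held a library of the other title style. Over all tested genes, these libraries lay closer to each other, at a distance of 140.199, than any other SE libraries did. Title style may thus mark a difference between SE libraries that crosses genotype, and its cause was not tested. The interaction count rose with the term. Without those libraries it rose too, as did the count between SE-cKO and SE-WT in the fit of all 4 groups. A higher count does not show that the same genes stayed called, so title style as the source of those calls cannot be told apart from other sources. Sex was uneven between the genotypes by Xist and Ddx3y levels, and the interaction kept no call with Xist level as a covariate. Sex as a source of those calls stays open. The deletion itself and seizure severity in single mice stay open and untested.

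The SE-WT libraries against sham-WT gave 1124 genes and at most 0 in the other splits, but 10 splits are too few for a share under 0.05. SE-cKO against SE-WT gave 0 and at most 2 in the other splits, which cannot decide on chance, since every split gives at least 0. For the receptor list in SE-cKO against SE-WT the unadjusted camera p was 3.14e-14 and the smallest of the others 1.92e-05, again over 10 splits, too few for a share under 0.05. In SE-cKO against sham-cKO the real split gave 1.93e-09 for this list and the smallest of the others 1.76e-11. There, 4 of 35 splits, the real one among them, gave as small a p. In SE-WT against sham-WT 5 of 10 did, and in the sham groups 1 of 35, the real one. For SE-cKO against sham-cKO, 4838 genes stood against 1 in the highest of the other splits, and 1 of 35, the real one, gave as many, so chance can be excluded. For the sham groups, all 35 splits gave at least the real count of 0, as any split must, so this cannot decide on chance, and the highest gave 60. That split parts libraries with low from libraries with high Xist, as did the split with 2 genes among the SE libraries, which points to the sex of the mice. With Xist level as a covariate in a fit of all 4 groups, the sham count was again 0.

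SE-WT replicate 2 stood at 4.33 in striatal neuron genes, a tissue the paper does not report on, where sham libraries were at most 0.30. A response to SE shared by SE-WT mice is argued against, since the highest of the other SE-WT libraries was at 0.34. Granule cell genes were lowest in the same library, at -2.73 against -1.95 or more in the others, so tissue from outside the hippocampus may be in it. Without this library the log2 fold change of Htr1b in SE-cKO against SE-WT went from -1.59 to -0.22 (standard error 0.57), and that of Htr2c went from -1.17 to -0.72 (standard error 0.62), but this library had the most of both genes in SE-WT, so leaving it out brings their changes toward 0 whatever raised them. Striatal tissue as the source of either change cannot be told apart from other sources.

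Choroid plexus in the dissected tissue was weighed for Htr2c. Choroid plexus genes had a median of 0.65 in SE-cKO against SE-WT, the opposite side from Htr2c, and the difference between them had a standard error of 1.35. Choroid plexus as the source of lower Htr2c cannot be told apart from other sources, since they lie less than 2 standard errors apart. Without SE-cKO replicate 1 the choroid plexus median turned to the side of Htr2c. Within SE-cKO, Htr2c was at 33.7, 11.1 and 8.87 CPM where choroid plexus levels were 1.77, -1.02 and -1.91. The order of the libraries was also shared within sham-WT, and it was not within sham-cKO or SE-WT.

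Among the 4 sham-cKO libraries, 51 measures were examined for a library far from the other 3, and 5 had one, where chance gives about 1 in 20, or 2.55. Measured as the gap to the nearest library over the whole range, these were interneuron genes (0.947, sham-cKO replicate 2 at -0.83), thalamic neuron genes (0.884, sham-cKO replicate 2 at 3.25) and Htr4 (0.910, sham-cKO replicate 2 at a log2 CPM of 4.37). The others were choroid plexus genes (0.844, sham-cKO replicate 3 at 2.70) and sex-linked genes (0.979, sham-cKO replicate 3 at -5.84, the library of this group with high Xist).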

How the results depend on the processing

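The alternatives that left out libraries high in striatal or thalamic genes, took those genes as covariates or left out mitochondrial rRNA and small RNA genes were chosen after seeing the data, as was leaving out single libraries for MDS, clustering and the enrichment score. Over all alternatives, values for single genes kept their direction and side of the threshold 1424 times, with 85 losing and 56 gaining a call in the same direction, and list tests did so 1428 times, with 82 losing and 39 gaining a call. To these list tests 17 were added after their values were seen. Where no cause is given, the cause was not tested.

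Between SE-cKO and SE-WT, the 0 genes of edgeR became 535 with DESeq2, 162 with all 4 groups in the fit and 938 at an unadjusted p under 0.05 with a 2-fold change. In the fit of 4 groups it was 168 with Xist level as a covariate, 486 without the SE libraries of the other title style, 72 without the library high in striatal genes, 65 without the 3 libraries high in striatal or thalamic genes, which leaves 1 SE-WT library, and 12 with those genes as covariates. In the fit of the 2 groups alone, leaving out single libraries gave 0 to 3, the highest without SE-WT replicate 1 and 0 without the library high in striatal genes, and the replicate block gave 0. The 1124 genes of SE-WT against sham-WT became 2692 with DESeq2, 1773 with 4 groups, 728 with a replicate block, 1849 with 4 groups and Xist, 2063 with 4 groups without the other title style, 2096 with limma voom and 1904 at the unadjusted threshold. Without single libraries they were 287 to 1279, the lowest without sham-WT replicate 2. The 4838 genes of SE-cKO against sham-cKO became 2458 with a replicate block, and the sham count of 0 became 17 with DESeq2 and 1.5e+02 (2 significant digits) at the unadjusted threshold. The 36 genes of the interaction became 720 with DESeq2, 20 with no filter, 0 with a replicate block, 0 with Xist, 56 with a title term, 234 without the other title style, 5 without the striatal library, 0 without the 3 libraries, 0 with the covariates and 1381 at the unadjusted threshold. Single libraries left out gave 0 to 177, the highest without SE-cKO replicate 3.

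In SE-cKO against SE-WT, the receptor list lost its call only with the estimated correlation (adjusted p = 0.0691). Htr1a turned to -0.042 with the covariates, Calb2 to 0.80 without the 3 libraries and 0.060 with the covariates, Drd2 to 0.25 with the covariates, Htr2c to 0.14 without the 3 libraries, and Htr1b to 0.42 and 0.083 in these settings. These libraries and covariates carry the striatal and thalamic signal itself.

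In the direction camera gave, the following lists turned in SE-cKO against SE-WT, with these adjusted p. Serotonin synthesis and binding partners had 0.454 to 0.974 over libraries left out, turned without SE-WT replicate 1 and SE-cKO replicate 3. Thalamic neuron genes had 0.950 without the other title style, 0.572 without the 3 libraries and 4.18e-07 to 0.121 over libraries left out, turned without SE-WT replicate 3. Choroid plexus genes had 0.00413 to 0.555 over libraries left out, turned without SE-WT replicate 1 and SE-cKO replicate 1. Neural progenitor and newborn neuron genes had 0.0260 to 0.924 over libraries left out, turned without SE-WT replicate 1 and SE-WT replicate 2. Activity and seizure response genes had 0.301 without the other title style, 0.623 with limma voom, 0.516 without the striatal library, 0.907 with the covariates and 0.00493 to 0.458 over libraries left out, turned without SE-WT replicate 2 and SE-cKO replicate 3. Lymphocyte genes had 0.791 with no low-count filter, 0.981 with a replicate block, 0.691 without the striatal library and 0.289 to 0.984 over libraries left out, turned without SE-WT replicate 1 and SE-cKO replicate 3. Mature oligodendrocyte genes had 0.0113 without the other title style, 0.354 with limma voom, 8.57e-06 without the 3 libraries, 0.0587 with the covariates and 0.00153 to 0.920 over libraries left out, turned without SE-WT replicate 3 and SE-cKO replicate 3. Ependymal cell genes had 0.0107 to 0.869 over libraries left out, turned without SE-WT replicate 1 and SE-cKO replicate 1. Cholesterol synthesis genes had 0.956 without the 3 libraries. Hemoglobin and red cell genes had 0.875 without the 3 libraries. Interferon response genes had 6.06e-04 without the 3 libraries and 0.907 with the covariates. CA pyramidal cell genes had 0.587 without the striatal library, 0.548 with the covariates and 0.0195 to 0.920 over libraries left out, turned without SE-WT replicate 2 and SE-cKO replicate 3. In SE-WT against sham-WT, general neuronal genes had 0.0139 to 0.811 over libraries left out, turned without SE-WT replicate 2.

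The distance ratio with the called genes, with the 500 most variable genes and over libraries left out in turn was 1.36, 1.11 and 1.00 to 1.08 for SE-cKO and SE-WT and 2.08, 1.63 and 1.21 to 1.31 for SE-WT and sham-WT. For SE-cKO and sham-cKO it was 3.27, 1.88 and 1.37 to 1.44, and a prior count of 0.5 gave 1.30 there and 1.20 for SE-WT and sham-WT. For the sham groups the called genes gave 1.05 and libraries left out 0.962 to 1.02. Called genes are chosen to part SE from sham libraries, which can raise the ratios between those. With 0 genes called between the genotypes in either treatment, the cause of the higher ratios there was not tested. The first MDS component held 34.7% with all tested genes, 57.6% with the 500 most variable, 74.3% with a prior count of 0.5 and 74.9 to 80.4% over libraries left out. Clustering put 2 libraries apart from their treatment with all tested genes, and 3 (all genes) and 6 (500 most variable) apart from sham, SE-WT or SE-cKO, with 0 to 2 over libraries left out. The receptor enrichment score was -0.697 ranked by the edgeR statistic, -0.612 on log2 CPM and -0.658 to -0.569 over libraries left out. The correlation of the genotype effect with the SE effect was 0.155 over genes of at least 10 CPM and -0.281 to 0.00907 over libraries left out.

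At 3 mice per group, simulated changes of 2-fold were recovered for 4 of 100 genes between SE-cKO and SE-WT, so a count of 0 leaves most changes of that size undetected. No alternative that was set failed to fit.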

Differences from the paper's values

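The first MDS component held 77.2% of the variance over the genes called here, and about 49% in the paper's Fig. 7C, read by eye. The second held 5.19%, and about 11% in the paper's Fig. 7C. Of the alternatives set before the data were examined, all tested genes (34.7% and 9.94%) and the 500 most variable genes (57.6% and 10.6%) lie within 1.5 times the paper's values, and a prior count of 0.5 (74.3% and 5.14%) does not. The paper's text states no test or threshold for its called genes.

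The paper's discussion gives lower Htr1b and Htr2c and higher Htr4 in LIN28A-cKO mice among targets found by RNA-Seq, and its results rest these changes on qPCR (Fig. 7E), which the deposited data do not hold. The directions in the libraries were the same, at -1.59, -1.17 and 1.20 (log2), and none of the 3 passed in edgeR, at adjusted p of 0.588, 0.606 and 0.359. No alternative brought any of the 3 past the threshold in this comparison, the closest being Htr4 in DESeq2 at 0.0500. In the interaction of genotype and SE, DESeq2 called Htr4 at 0.0385 and edgeR did not, at 0.192. The paper analyses genes called between SE-treated WT and cKO mice, where edgeR called 0 here, DESeq2 535, the fit of 4 groups 162 and an unadjusted p under 0.05 with a 2-fold change 938.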

Other observations

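Genes outside the paper's claims are given for SE-cKO against SE-WT as median log2 fold changes. None of their members passed over all genes in this comparison in edgeR.

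Pericyte and fibroblast genes had a median of 0.74 (adjusted p = 2.85e-07, 0.319 with an estimated correlation, median 0.31 to 1.02 over libraries left out), and 2 of 13 were higher when adjusted over the list alone. Tagln, a contractile protein of smooth muscle, was at 118 ± 16.7 CPM (SD, n = 3) in SE-cKO and 11.9 ± 7.60 CPM (SD, n = 3) in SE-WT, which DESeq2 called (adjusted p = 2.08e-11). Oligodendrocyte precursor genes had a median of 0.33 (adjusted p = 0.00196, 0.324 with an estimated correlation, median 0.16 to 0.70 over libraries left out), and 1 of 10 was higher when adjusted over the list alone. After SE, 8 of these 10 genes rose in cKO and 1 in WT, and Cspg4, a proteoglycan of these cells, had a log2 fold change of 1.26 (standard error 0.12, adjusted p = 1.82e-04) in cKO. For infiltrating myeloid cell genes the median was 1.13 (adjusted p = 3.50e-06, 0.331 with an estimated correlation, median 0.70 to 2.53 over libraries left out), with 11 of 16 rising after SE in cKO. Homeostatic microglia genes stood at 0.43 (adjusted p = 1.15e-04, 0.467 with an estimated correlation, median 0.19 to 0.54 over libraries left out). Interferon response genes were at 0.39 (adjusted p = 0.00303, 0.615 with an estimated correlation, median 0.0050 to 1.28 over libraries left out), lowest without SE-WT replicate 3 and highest without SE-WT replicate 1. Genes of MHC class I were at 0.69 (adjusted p = 5.80e-04, 0.414 with an estimated correlation, median 0.36 to 0.87 over libraries left out).

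Activity and seizure response genes were at 0.17 (adjusted p = 0.325, 0.788 with an estimated correlation, median -0.70 to 0.62 over libraries left out), while 12 of 28 rose after SE in cKO and 2 rose and 1 fell in WT. Npy, an inhibitory neuropeptide, had a log2 fold change of 2.31 (standard error 0.28, adjusted p = 6.99e-04) in cKO, and Penk, a precursor of enkephalins, of 2.94 (standard error 0.38, adjusted p = 9.30e-04). In WT the change was 0.82 (standard error 0.23, adjusted p = 0.102) for Npy and 4.17 (standard error 1.05, adjusted p = 0.0719) for Penk. SE-WT replicate 2 had 411 CPM of Penk, and the other SE-WT libraries had 35.4 and 35.6. Interneuron genes were at -0.68 (adjusted p = 1.47e-04, 0.293 with an estimated correlation, median -0.88 to -0.44 over libraries left out), with 17 of 20 lower. Neural progenitor and newborn neuron genes were at 0.022 (adjusted p = 0.526, 0.788 with an estimated correlation, median -0.040 to 0.55 over libraries left out). Dcx, a marker of newborn neurons, had a log2 fold change of -0.74 (standard error 0.33, adjusted p = 0.540), Nes of 1.16 (standard error 0.32, adjusted p = 0.347), which DESeq2 called (adjusted p = 0.0394), and Prox1 of 0.93 (standard error 0.61, adjusted p = 0.715). SE-WT replicate 3, a library high in thalamic genes, had 92.7 CPM of Prox1 against 21.1 and 17.4 in the other SE-WT libraries. The change of Prox1 was 2.1 without that library and 0.55 without SE-WT replicate 2. Of 19 alternatives, 1 brought Prox1 past the threshold. For CA pyramidal cell genes the median was -0.11, where camera gave the other direction (adjusted p = 0.526), and -0.32 to 0.52 over libraries left out. Let-7 target genes, a list that holds Htr4, were at 0.086 (adjusted p = 0.210, 0.602 with an estimated correlation, median 0.0031 to 0.15 over libraries left out). In the same comparison, homeostatic astrocyte genes were at -0.042 (adjusted p = 0.265, 0.632 with an estimated correlation, median -0.19 to -0.0070 over libraries left out), mature oligodendrocyte genes at -0.25 (adjusted p = 0.401, 0.788 with an estimated correlation, median -0.55 to 0.18 over libraries left out) and endothelial cell genes at 0.36 (adjusted p = 0.0212, 0.602 with an estimated correlation, median 0.10 to 0.55 over libraries left out). Ependymal cell genes were at 0.16 (adjusted p = 0.401, 0.788 with an estimated correlation, median -0.17 to 0.69 over libraries left out), cholesterol synthesis genes at 0.17 (adjusted p = 0.0507, 0.602 with an estimated correlation, median 0.065 to 0.25 over libraries left out) and lymphocyte genes at -0.66 (adjusted p = 0.687, 0.788 with an estimated correlation, median -0.66 to 0.27 over libraries left out). Hemoglobin and red cell genes were at 0.59 (adjusted p = 0.171, 0.627 with an estimated correlation, median -0.45 to 1.26 over libraries left out), and after SE 4 of 5 fell in cKO. Their level (log2, against the sham mean) was also lower in SE-WT, at -2.13 ± 1.13 (SD, n = 3), than in sham-WT, at -0.59 ± 0.78 (SD, n = 3). Sex-linked genes were at -0.94 (adjusted p = 0.150, 0.495 with an estimated correlation, median -7.21 to -0.36 over libraries left out), lowest without SE-cKO replicate 1.

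In sham-cKO against sham-WT, neurotransmitter receptors had a median of 0.18 (adjusted p = 7.64e-04, 0.166 with an estimated correlation), choroid plexus genes of -1.33 (adjusted p = 9.99e-07, 0.610 with an estimated correlation) and thalamic neuron genes of 2.00 (adjusted p = 0.00235, 0.663 with an estimated correlation), the last with sham-cKO replicate 2 far above the others. Over libraries left out, the adjusted p from camera reached 0.0511, 0.144 and 0.229 in that order. Choroid plexus levels ran from -1.26 to 3.31 within sham-WT and from -2.28 to 2.70 within sham-cKO (log2, against the sham mean). Of genes called in either genotype after SE, 4310 of 4861 (88.7%) had the larger change in cKO, which the selection favors, since 4838 genes were called in cKO and 1124 in WT. Over the 1122 genes called in WT and tested in both, the median ratio of the change in cKO to that in WT was 1.26.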
